# Tyrosine kinase inhibition to improve anthracycline-based chemotherapy efficacy in T-cell lymphoma

**DOI:** 10.1038/s41416-019-0557-8

**Published:** 2019-09-02

**Authors:** Martina Magni, Giulia Biancon, Sara Rizzitano, Alessandra Cavanè, Chiara Paolizzi, Matteo Dugo, Paolo Corradini, Cristiana Carniti

**Keywords:** Non-hodgkin lymphoma, Molecular medicine

## Abstract

**Background:**

Anthracycline-containing regimens, namely cyclophosphamide, doxorubicin, vincristine and prednisone (CHOP) or CHOEP (CHOP + etoposide), represent the current standard of care for patients with newly diagnosed peripheral T-cell lymphomas (PTCLs), although responses are unsatisfactory. In this study, we investigated the pathways able to mitigate the sensitivity to CHOP-based regimens in preclinical models of T-cell lymphoma (TCL) to select agents for the development of CHOP-based drug combinations.

**Methods:**

We performed gene expression profiling of malignant T-cell lines exposed to CHOEP; flow cytometry was employed to study the effects of drug combinations on cell viability, cell cycle distribution, apoptosis and mitochondrial membrane depolarisation. Western blot analyses were performed to study cell signalling downstream of the T-cell receptor and apoptosis. The in vivo effect of the drug combination was tested in xenograft models.

**Results:**

We highlighted a modulation of tyrosine kinases belonging to the T-cell receptor pathway upon chemotherapy that provided the rationale for combining the tyrosine kinase inhibitor dasatinib with CHOEP. Dasatinib improves CHOEP activity and reduces viability in vitro. Furthermore, combination treatment results in tumour growth inhibition in in vivo xenograft mouse models.

**Conclusions:**

Our data provide the rationale for clinical testing of the dasatinib–CHOEP combination in patients with T-cell lymphoma.

## Background

Mature T-cell lymphomas (TCLs) are a phenotypically heterogeneous group of malignancies representing 10–15% of non-Hodgkin lymphomas (NHL). They comprise different cutaneous, extranodal and nodal entities that are often referred to as peripheral T-cell lymphomas (PTCL) to distinguish them from immature T-cell neoplasms.^1^ Nodal forms are the most common and include well-characterised histotypes, such as angioimmunoblastic T-cell lymphoma (AITL) and anaplastic large T-cell lymphoma (ALCL, ALK + or ALK−). Nonetheless, ~30% of PTCL cases fail to be classified into the known subtypes and, based on exclusion criteria, they are categorised as PTCL not otherwise specified (PTCL-NOS).^2^ Cases of PTCL tend to have an aggressive clinical course, with poor responses to conventional chemotherapy and poor long-term survival.^3^ Anthracycline-based chemotherapy programs, predominantly cyclophosphamide, doxorubicin, vincristine and prednisone (CHOP) or CHOEP (CHOP + etoposide), are widely used in the upfront treatment of PTCLs, despite suboptimal results.^4–6^ Neither intensified/escalated chemotherapeutic approaches^7,8^ nor the addition of monoclonal antibodies^9^ have demonstrated a clear advantage in response rates and survival.

We and others have recently demonstrated that the achievement of complete response (CR) before stem cell transplantation is a prerequisite for long-term disease control.^10^ However, 25–30% of patients do not become transplant eligible due to primary refractory or early progressive disease, have very poor prognosis with few therapeutic options. Alternative approaches as well as new molecular druggable targets need to be identified to induce CR after first-line therapy. We speculated that the identification of pathways able to mitigate the sensitivity to CHOP-based regimens, might help selecting agents to develop rational CHOP-based drug combinations to be rapidly translated to the clinical setting.

To address this issue, we performed gene and protein expression analyses in a panel of malignant T-cell lines treated with CHOEP and we found that chemotherapy modulates the T-cell receptor (TCR) pathway, resulting in enhanced expression of genes encoding for pro-survival proteins and the upregulation of tyrosine kinase activity. In line with this finding, we found a cooperative effect when the tyrosine kinase inhibitor (TKI) dasatinib^11^ was combined with CHOEP in vitro and in vivo. Given dasatinib efficacy and tolerability when administered for the treatment of chronic myeloid leukaemia (CML) and acute lymphoblastic leukaemia (ALL),^12^ our results suggest that dasatinib could be used in combination with anthracycline-based programs in the upfront treatment of TCLs to improve outcome.

## Methods

### Cell lines and treatments

HH, HD-MAR-2, JURKAT, SUP-T1 and KARPAS-299 were obtained from the German Collection of Microorganisms and Cell Cultures (DSMZ, Braunschweig, Germany). OCI-Ly12 cell line was a generous gift from Dr Leandro Cerchietti (Weill Cornell Medicine, NY, USA as approved by the Ontario Cancer Institute). Cells were grown in a humidified chamber with 5% CO_2_ at 37 °C, in the RPMI 1640 medium (Lonza, Basel, Switzerland) supplemented with 10% FBS, 1% L-glutamine and 100 U/ml pen/strep. Healthy T lymphocytes were obtained from the peripheral blood of healthy volunteer donors isolated upon density-gradient centrifugation and separation with the autoMACS Pro separator (Miltenyi Biotec, Bergisch Gladbach, Germany) using CD3 Micro Beads (Miltenyi Biotec) following the manufacturer’s instructions. CHOP was prepared as described in ref. ^13^: cyclophosphamide monohydrate 5.84 pM (C), doxorubicin hydrochloride 1.5 pM (H), vincristine sulfate 260 pM (O) and prednisone 1 µM (P). All drugs, including dasatinib, sorafenib and ruxolitinib, were obtained from Selleck Chemicals (Houston, TX, USA).

JURKAT cells resistant to CHOEP were established by culturing the JURKAT cell line in the appropriate medium supplemented with increasing concentrations of CHOEP (starting from IC_20_ to fivefold IC_50_). The dose was increased after at least three passages. Simultaneously, the parental cell line was grown without treatment to preserve the sensitivity to CHOEP. Experiments reported were performed using cells resistant to twofold IC_50_.

### Cell viability, cell cycle, cell death and measurement of the mitochondrial transmembrane potential

To test cell viability, cells were plated at a density of 5 × 10^4^ viable cells/ml and treated. Upon incubation, cells were labelled with propidium iodide (PI) solution (2 µg/ml) (Millipore Sigma, Darmstadt, Germany) and the count of viable cells (PI negative) was performed using the flow cytometer MACSQuant Analyzer (Miltenyi Biotec).

For cell cycle analyses, cells were fixed in 70% ethanol and stained with 2 µg/ml PI. Cell cycle distribution was measured by flow cytometry (MACSQuant Analyzer).

For assessment of apoptosis cells were stained with Annexin V and PI (Annexin V-FITC Kit, Miltenyi Biotec) following the manufacturer’s instructions and analysed by flow cytometry (MACSQuant Analyzer). Mitochondrial membrane depolarisation was assayed using the fluorescent probe tetramethylrhodamine ethyl ester-TMRE (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions and measured by flow cytometry (MACSQuant Analyzer).

All data were analysed using the MACSQuantify software version 2.6 (Miltenyi Biotec).

### Gene expression profiling

HH, HD-MAR-2, JURKAT, SUP-T1 and KARPAS-299 cells were exposed to IC_50_ CHOEP (CHOP + etoposide) for 24 h. Time and dose were selected to better appreciate possible modulations of genes’ expression. Upon harvesting, RNA was extracted using the RNeasy Mini kit (Qiagen, Hilden, Germany), quantified using Qubit 2.0 (Thermo Fisher Scientific) and assessed for integrity with Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Biotinylated complementary RNA (Illumina TotalPrep RNA Amplification Kit, Thermo Fisher Scientific) was hybridised to HumanHT-12 v4 Expression BeadChips (Illumina, San Diego, CA, USA), and raw data were retrieved using Illumina BeadStudio software version 3.8. The data were then processed using R/Bioconductor software (version 2.13). The *lumi* package^14^ was employed for robust spline normalisation and log2 transformation. The *limma* package^15^ was used for differential expression analysis. Genes with a fold change (FC) ≤ −2 or ≥ 2 and a Benjamini–Hochberg false discovery rate (FDR) < 0.05 were selected as differentially expressed. Functional annotation of differentially expressed genes was performed using DAVID Bioinformatics Resources version 6.8^16,17^ (https://david.ncifcrf.gov). An enrichment *p*-value < 0.05 was considered statistically significant. Gene expression data have been deposited in the NCBI Gene Expression Omnibus database, accession number GSE129289.

### Western blotting

Cells were lysed with Cell Lysis Buffer (Cell Signaling Technology, Danvers, MA, USA) following the manufacturer’s instructions. Proteins were quantified using the Qubit 2.0 fluorimeter and the Qubit Protein Assay kit (Thermo Fisher Scientific). Equal amounts of proteins were subjected to gel electrophoresis using the NuPAGE system (Thermo Fisher Scientific). Proteins were transferred to a nitrocellulose membrane, which was blocked with 4% western milk in TBS-TWEEN 0.1% to saturate the non-specific sites. Incubation with primary antibodies was performed overnight at 4 °C, following the manufacturer’s instructions. Antibodies used were phospho-tyrosine (P-Tyr-100) #9411, phospho-SRC family (Tyr416) #2101, SRC family #2108, phospho-AKT (Ser473) #9271, phospho-ERK1/2 (Thr202/Tyr204) #9101, cleaved caspase 3 (Asp175) #9661; cleaved caspase 9 (Asp315) #9505 (Cell Signaling Technology), β-actin #A2066, Vinculin #V9131 (Millipore Sigma). Proteins were visualised with ECL reagent (GE Healthcare, Little Chalfont, UK).

### Phospho-kinase proteome profiler array

Proteome Profiler Human Phospho-Kinase Array Kit (R&D Systems, Minneapolis, MN, USA) was used following the manufacturer’s instructions. Briefly, the array membranes (A and B), spotted with duplicates of antibodies which recognise different phospho-proteins, were incubated with 500 μg of cell lysates. A cocktail of biotinylated antibodies was added, then streptavidin–HRP incubation was performed. Chemiluminescent detection reagents provided were used to reveal the amount of phosphorylated protein bound to the membrane. Signals detected were quantified using the open source software ImageJ. The signal of negative control was subtracted from each spot, and values were normalised on positive control present in each membrane. Then, a ratio of signal intensity (treated/untreated) was calculated.

### *FYN* and *RHOA* amplification

Genomic DNA was extracted from TCL cell lines using the Nucleospin Tissue kit (Macherey-Nagel GmbH & Co, Düren, Germany) and quantified using Qubit 2.0 and the Qubit DNA HS Assay kit (Thermo Fisher Scientific). *RHOA* and *FYN* sequences containing the nucleotides of interest were amplified by PCR using the following primers: RHOA_for GCCCCATGGTTACCAAAGCA; RHOA_rev GCTTTCCATCCACCTCGATA; FYN-SH2_for ACAGGACTCCACTCACAAGG; FYN-SH2_rev ACTTGGCCGAAAAGATGCTG; FYN-CT_for TGAGCTCATGATCCACTGCT; FYN-CT_rev CTGGCTACGGAATTGAAAGC. FYN-SH2 amplicons contain the coding sequences of Leu174 and Arg176, FYN-CT amplicons of Tyr531. Oligonucleotides were purchased from Metabion (Planegg-Steinkirchen, Germany). Amplified DNA was subjected to Sanger sequencing to verify the presence of missense mutations.

### Animal studies

15 × 10^7^ cells (HD-MAR-2 or OCI-Ly12) in 50% Matrigel (BD Biosciences, San Jose, CA, USA) were subcutaneously injected into the flanks of 5- to 7-week-old NOD/SCID mice (Charles River, Wilmington, MA, USA). Treatment was initiated when tumour volume reached 150–200 mm^3^.

Mice were divided into four cohorts of 8–10 mice per cohort and treated as follows: (i) control cohort (ctrl): 0.2 ml of saline i.v. e 0.2 ml of H_2_O per OS. (ii) Dasatinib (DA) cohort: 30 mg/kg per OS, 5 days for 2 weeks. (iii) CHOEP cohort: one 5-days single cycle of CHOEP. Cyclophosphamide day 1, 40 mg/kg i.v.; doxorubicin day 1, 3.3 mg/kg i.v.; vincristine day 1, 0.5 mg/kg i.v.; prednisone from day 1 to day 5, 0.2 mg/kg per OS; etoposide day 1 and day 3, 3.3 mg/kg i.v. (iv) DA + CHOEP cohort: cyclophosphamide day 1, 40 mg/kg i.v.; doxorubicin day 1, 3.3 mg/kg i.v.; vincristine day 1, 0.5 mg/kg i.v.; prednisone from day 1 to day 5, 0.2 mg/kg per OS; etoposide day 1 and day 3, 3.3 mg/kg i.v., dasatinib from day 1 to day 5 and from day 8 to day 12, 30 mg/kg per OS.

The doses of cyclophosphamide, doxorubicin, vincristine and prednisone used were reported to be the maximum tolerated doses (MTD) in mice.^13,18–20^ The doses of etoposide and dasatinib used are lower than the MTD.^21–23^ The treatment scheme was designed to mimic the one used in patients.

OCI-Ly12-injected mice per cohort: ctrl *n* = 8, DA *n* = 8, CHOEP *n* = 7, DA + CHOEP *n* = 9. HD-MAR-2-injected mice per cohort: ctrl *n* = 8, DA *n* = 8, CHOEP *n* = 8, DA + CHOEP *n* = 8.

Cyclophosphamide, doxorubicin, vincristine and etoposide were diluted in saline and intravenously injected. Prednisone and dasatinib were diluted in water and administered per OS using an oral gavage. Tumour size and body weight were measured every 2 or 3 days. Tumour weights were calculated as g = (a × b^2^)/2, where a and b are the two largest perpendicular axes of the tumour nodule. At the end of the experiments, mice were euthanized by cervical dislocation. After sacrifice, tumour nodules were collected and formalin-fixed/paraffin-embedded (FFPE) for immunohistochemistry (IHC) analyses. Tumour growth inhibition (TGI) was defined as (1-(T/C)) × 100, where T and C represent the mean tumour weight in the treated and control groups, respectively. The study was conducted according to the Animal Research Reporting In Vivo Experiments (ARRIVE) requirements (Supplementary Methods).

### Immunohistochemistry

FFPE sections were stained with CD31 antibody and then incubated with a commercially available detection kit (EnVision™ FLEX + , Dako, Glostrup, Denmark) in an automated immunostainer (Dako Autostainer System), following the manufacturers’ instructions. Glass slides were then digitalised using the Aperio ScanScope XT (Leica Biosystems, Wetzlar, Germany) slide scanner. Image files were subjected to analyses, using the Aperio ImageScope software, version 11.1.2.760.

### Statistical analyses

All values were expressed as the mean ± standard deviation (SD), unless otherwise indicated. Graphs and statistical analyses were performed using GraphPad Prism 5 software (GraphPad Inc) and R software version 3.3.3. One-way ANOVA test was used for cell viability, Annexin V, TMRE assays and to assess significance of IHC staining. Tukey post hoc test was applied. Two-way ANOVA test was applied to cell cycle analyses and in vivo experiments. Comparisons were performed using Bonferroni’s multiple comparison test. The differences were considered significant at *P* < 0.05. Analyses of gene expression were performed as described.

## Results

### CHOEP treatment induces cell cycle perturbations and apoptosis in preclinical models of TCL

We first assessed the sensitivity of a panel of malignant T-cell lines (HH, cutaneous TCL; SUP-T1, lymphoblastic TCL; KARPAS-299, ALCL; JURKAT and HD-MAR-2, T-cell leukaemia) to CHOP, a combination of drugs reflecting the regimen used in patients.^13^ Escalating doses of CHOP were used, and viable cell counting performed by flow cytometry. CHOP significantly inhibited the proliferation of the cell lines in a dose-dependent and time-dependent manner with the best activity seen after 48 h of incubation and comparable half-maximal inhibitory concentration values (IC_50_) at this time point for all cell lines (not shown). Thereafter sensitivity to etoposide was determined: IC_50_ values were comparable for all cell lines (range 0.299 µM – 0.412 µM), with the exception of HH (0.089 µM) (not shown).

Thus, to test the efficacy of CHOEP combination, CHOP was combined with etoposide. Adding etoposide (used at 0.3 µM, corresponding to the mean IC_50_ for all cell lines) to CHOP (CHOEP 1 × ) strongly improves the anti-proliferative activity (Fig. S1A) when compared with either CHOP or etoposide treatment alone, although responses were heterogeneous among the cell lines (CHOEP IC_50_ values range 0.32 × −1.12 ×), with HH cells being the most sensitive and HD-MAR-2 the least sensitive (Table S1). Cyclophosphamide is known to be inactive in vitro as the production of the active metabolite is mediated by the cytochrome P450 in the liver.^24^ Accordingly, when the drug was titrated in all cell lines (range 100 pM–1 mM), its effects on cell proliferation were observed only at micromolar concentrations (100 µM for HD-MAR-2, JURKAT and SUP-T1; 250 µM for KARPAS-299; 500 µM for HH; data not shown). However, when we combined cyclophosphamide (C) with doxorubicin (H), vincristine (O) or prednisone (P), all combinations (CH, CO or CP) were slightly more active than the single agents in reducing the cell growth (p:ns), with the best efficacy achieved by combining all drugs (CH vs CHOP *p* < 0.05; CO vs CHOP p:ns; CP vs CHOP *p* < 0.01). The effect was further augmented by the addition of etoposide (CHOP vs CHOEP *p* < 0.001) (Fig. S1B).

Then, the effect of suboptimal concentrations of CHOEP on cell cycle progression was evaluated (Fig. 1a), and different modulations were observed across the cell lines. Twenty-four hours of exposure significantly increased the G0/G1 HD-MAR-2 cell cycle arrest (80.8 ± 1.4% vs 59 ± 1.6%, mean ± SD, *p* < 0.001) and decreased the S-phase in SUP-T1 (9.6 ± 0.7% vs 26 ± 1.7%, mean ± SD, *p* < 0.001) and KARPAS-299 cells (24.4 ± 0.8% vs 34.9 ± 0.6%, mean ± SD, *p* < 0.001). Exposure to CHOEP for up to 48 h gave more remarkable effects in all cell lines: G0/G1 cell cycle arrest was induced in HD-MAR-2, SUP-T1 and HH, at the expense of the S and G2/M phases (mean increase of G0/G1: 15, 19.7 and 9.6, respectively), while a decrease was observed in JURKAT cells (mean of 17.4%). As expected, CHOEP modulation of cell cycle was associated with increased apoptotic and necrotic cell death that was more significant at 48 h of CHOEP exposure in HD-MAR-2, SUP-T1, JURKAT and HH (early apoptotic cells: 15.9 ± 3.9% vs 7.8 ± 7.3%, mean ± SD, *p* < 0.01, and late apoptotic/necrotic cells: 11.4 ± 6.7% vs 5 ± 2.6%, mean ± SD, *p* < 0.01), but not in KARPAS-299 (Fig. 1b).

**Fig. 1:**
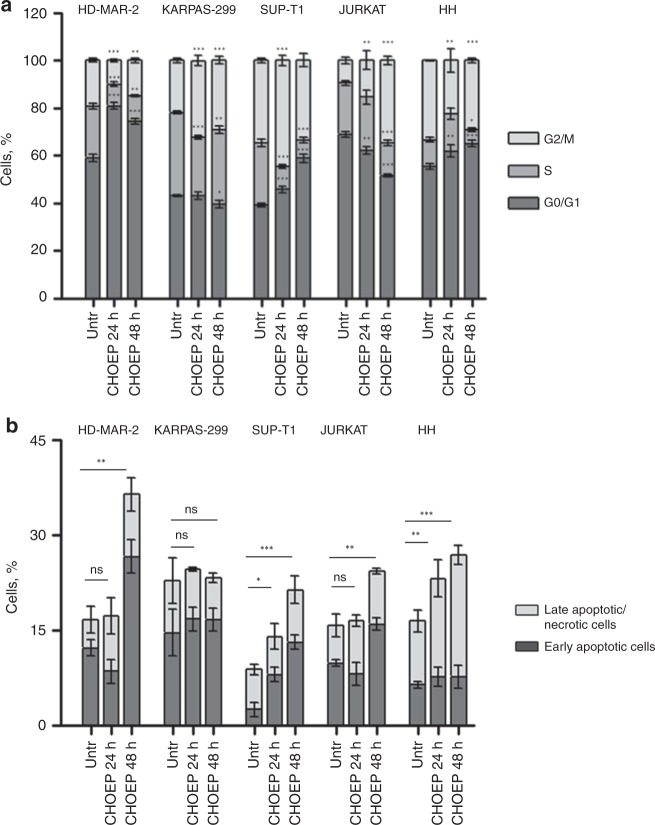
CHOEP treatment induces cell cycle perturbations and cell death in preclinical models of T-cell lymphoma. **a**, **b** Cell lines were exposed to IC_20_ CHOEP for 24 h and 48 h. Cell cycle distribution (**a**) and FITC–Annexin V/PI staining (**b**) were evaluated by flow cytometry. In panel **b**, early apoptotic cells are Annexin V positive/PI negative, late apoptotic/necrotic cells are Annexin V positive/PI positive. The data are the mean ± SD of three independent experiments. Asterisks indicate statistically significant differences (*p < 0.05; **p < 0.01; ***p < 0.001). In panel **a**, differences are referred to the untreated sample. In panel **b**, statistics was calculated on the total number of dead cells

### CHOEP treatment modulates the signalling downstream of the TCR and increases the activity of tyrosine kinases in preclinical models of TCL

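Gene expression was measured in 5 malignant T-cell lines, each untreated or exposed to CHOEP for 24 h. HD-MAR-2 and JURKAT derive from T-cell leukaemia, SUP-T1 from lymphoblastic TCL, KARPAS-299 from ALCL and HH from cutaneous TCL. CHOEP joins doxorubicin and etoposide, which trap topoisomerase II on DNA, with vincristine, which blocks microtubule assembly, the alkylating agent cyclophosphamide and the glucocorticoid prednisone. Each line received its own IC50. As a multiple of the reference mixture CHOEP 1x, this dose was 1.12 in HD-MAR-2, 0.81 in SUP-T1 and in KARPAS-299, 0.56 in JURKAT and 0.32 in HH (Table S1). There were 3 CHOEP-treated and 3 untreated cultures per line, described by the submitters as biological replicates, which gave 30 arrays in 10 groups.

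RNA was hybridised to Illumina HumanHT-12 v4 BeadChips, a 1-colour array. The authors read signals with BeadStudio, normalised them with the robust spline method of lumi and took log2 values. The values reported here start from their deposited signal intensities and detection p-values, before normalisation. Signals were corrected for background and quantile normalised with limma's neqc, and 22652 probes with a detection p under 0.01 on at least 3 of the 30 arrays were kept. All 10 groups entered 1 limma fit, in which CHOEP-treated and untreated arrays were compared within each line and on average over the 5 lines, with p adjusted by the Benjamini-Hochberg method. A gene was called in a line at a fold change of at least 2 and an adjusted p under 0.05. On average over the lines it was said to rise or fall at an adjusted p under 0.05 with no fold threshold. Where no probe of a gene was detected on any array of a group, the difference is given as a lower bound, computed against the signal needed for detection. Gene lists were tested with camera, which compares the genes of a list with all others.

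Between 16003 and 18239 of 47323 probes were detected per array (median 17286). The group medians of CHOEP-treated and untreated arrays were 17500 and 17635 probes in HD-MAR-2, 17400 and 17187 in SUP-T1, 16282 and 16386 in KARPAS-299, 17712 and 17522 in JURKAT, and 16636 and 16321 in HH. The number of arrays, 3 per group, limits the precision of every difference. ALK, the kinase gene fused to NPM1 in KARPAS-299, had log2 levels from 12.90 to 13.23 on the 6 arrays of that line and at most 6.37 on the arrays of the other lines. TNFRSF8 (CD30) was the other gene planned to check this line, which is CD30 positive. Against that expectation its probe was detected on 0 of the 6 KARPAS-299 arrays, and on 5 of the 6 HH arrays. Its log2 levels in KARPAS-299 (5.79 to 6.16) still lay above those in HD-MAR-2, SUP-T1 and JURKAT (at most 5.02). Every array was closest to another array of its own line, and 29 of 30 to an array of the same line and treatment. Each line was hybridised on a chip of its own, with CHOEP-treated and untreated arrays at fixed positions, so that array position cannot be told apart from treatment.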

To gain insights into the molecular mechanisms underlying CHOEP effects and to unveil specific genes and pathways modified by CHOEP exposure, the gene expression profiles of untreated controls and CHOEP-treated cell lines were compared. 

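TSC22D3, which encodes the glucocorticoid-induced leucine zipper protein GILZ, was the 1 gene called up in all 5 lines. In SUP-T1 its normalised log2 signal was 13.30 ± 0.14 (SD, n = 3) with CHOEP and 7.15 ± 0.23 in untreated cells, a log2 fold change of 6.16 (standard error 0.15, adjusted p = 3.44e-21 from limma). It rose by 4.56 on the log2 scale in HD-MAR-2, by 3.09 in HH and by 2.03 in KARPAS-299. In JURKAT, where it was detected on no untreated array, it was at least 6.98-fold higher (adjusted p = 1.56e-13). Another 6 genes were called up in 4 lines. ISG20 (a 3'-5' RNA exonuclease), ZFP36L2 (an mRNA decay factor) and FKBP5 (a co-chaperone of the glucocorticoid receptor) were called in every line but JURKAT. PIK3IP1 (an inhibitor of PI3K), DDIT4 (an inhibitor of mTORC1) and BTG1 (an anti-proliferative factor) were called in every line but KARPAS-299.

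ISG20 had an average log2 fold change of 2.65 (standard error 0.06, adjusted p = 5.6e-22), PIK3IP1 of 2.39 (standard error 0.09, adjusted p = 8.16e-17) and DDIT4 of 2.10 (standard error 0.06, adjusted p = 3.48e-19). The averages of ZFP36L2, FKBP5 and BTG1 were 1.69, 1.33 and 1.33. In KARPAS-299 the log2 fold changes of PIK3IP1, DDIT4 and BTG1 were 0.67, 0.17 and -0.09. No gene was called down in 3 or more lines. NFE2L3, a transcription factor related to NRF2, fell by 1.40 on the log2 scale in HD-MAR-2 and by 1.13 in KARPAS-299. E2F7, a repressor of the E2F family, was lower in SUP-T1 (log2 fold change -1.54) and HD-MAR-2 (-1.46), and HMGCS1, the cytosolic HMG-CoA synthase of cholesterol synthesis, in SUP-T1 (-1.16) and HH (-1.13).

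Of 12482 genes tested, 232 were called up and 225 down in HD-MAR-2, 240 and 107 in HH, 198 and 102 in SUP-T1, and 71 and 91 in KARPAS-299. In JURKAT limma called 6 genes up, namely TSC22D3, DDIT4, BTG1, PFKFB2, CDK11A and PIK3IP1, and 0 down, with 786 genes at an unadjusted p under 0.05, of which 349 were lower. PFKFB2 and CDK11A are named because the count is small, after their values were seen. At least 2 lines shared 121 genes up and 50 down, where independent lines would share 15.8 and 7.71. There were 9 genes called up in 1 line and down in another, and the effect of CHOEP differed between the lines for 4380 genes (limma F test, adjusted p under 0.05). On average over the 5 lines 2225 genes rose and 2508 fell. With the 5 lines as replicates limma called 0 genes, with 1864 at an unadjusted p under 0.05 and a lowest adjusted p of 0.299, so the averages describe these 5 lines.

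The counts depend on how signals were processed. Quantile normalisation without background correction gave 130 genes up and 94 down in HD-MAR-2. With the authors' normalised values 122 genes were up and 77 down in HD-MAR-2, 146 and 40 in HH, 88 and 31 in SUP-T1, 42 and 47 in KARPAS-299, and 3 were up in JURKAT. Median scaling, under which the median log2 fold change of all genes was -0.20 in HD-MAR-2 and -0.18 in SUP-T1, gave 122 up and 521 down in HD-MAR-2, 132 and 353 in SUP-T1, and 856 and 3884 on average. The counts shared by at least 2 lines were 66 up and 12 down with the authors' normalised values, 70 and 16 with quantile normalisation without background correction, 84 and 140 with median scaling, and 1156 and 1305 with no fold threshold. PIK3IP1 in JURKAT (1.03) stood near the threshold and was lost with the authors' values, quantile normalisation without background correction, median scaling, the replicate block or JURKAT fitted alone, and without its CHOEP replicate 2 or 3 or untreated replicate 2 or 3 (lowest value 0.91). ZFP36L2 in KARPAS-299 was lost with the authors' values and FKBP5 in SUP-T1 with median scaling, and without JURKAT untreated replicate 3 3 genes were called up and 1 down in JURKAT.

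**Figure D1:**
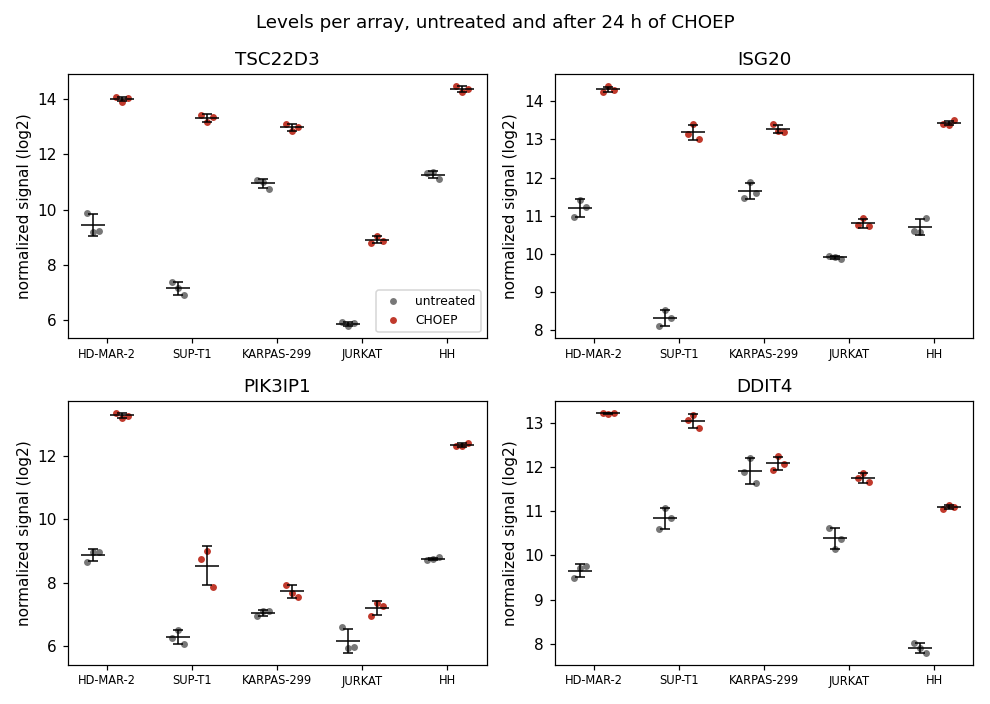
Normalised log2 signal of TSC22D3, ISG20, PIK3IP1 and DDIT4 on each array, by cell line, in untreated (grey) and CHOEP-treated (red) cultures; bars show the mean ± SD of 3 arrays. TSC22D3 is higher with CHOEP in all 5 lines, whereas DDIT4 overlaps between the treatments in KARPAS-299.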

After differential expression analysis, two lists of 73 significantly upregulated genes and 17 significantly downregulated genes were obtained (FC CHOEP vs untr ≤ −2 or ≥ 2 and FDR < 0.05, in at least two T-cell lines, Table S2). Pathway enrichment analysis performed with DAVID web tool showed that CHOEP significantly affects biological processes related to cell death, cell signalling, metabolic processes, regulation of transcription and DNA replication according to gene-enrichment analysis conducted using the DAVID web tool (Fig. 2a, b). This analysis highlighted that most of the upregulated genes (41/73) in treated cells, encode for phosphoproteins. These are mainly anti-proliferative and pro-apoptotic proteins involved in cell stress response, but also proteins triggering pro-survival signals, such as nuclear factor interleukin-3-regulated protein (*NFIL3*), protein kinase C zeta (*PRKCZ*), proline-rich protein 5 (*PRR5*) and GRB2-related adapter protein 2 (*GRAP2*). 

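Genes of DNA replication were lower with CHOEP. Of 44 tested, 39 fell on average over the lines and 0 rose (39 and 0 adjusted over the list alone; camera adjusted p = 4.55e-18), and 7 were called down in at least 2 lines. The median log2 fold change of the list was -0.81 in HD-MAR-2 and -0.71 in SUP-T1, but 0.04 in KARPAS-299, -0.05 in JURKAT and -0.10 in HH, a difference between lines with adjusted p = 3.42e-17 (limma F test of the list mean). RRM2, the regulated subunit of ribonucleotide reductase, fell by 1.54 in HD-MAR-2 and by 1.52 in SUP-T1 and had a log2 fold change of 0.10 in KARPAS-299. Of 23 regulators of the G1/S transition 14 fell and 1 rose (15 and 1 adjusted over the list alone; camera adjusted p = 3.67e-06). The list shifted down in HD-MAR-2 (median -0.59) and SUP-T1 (-0.46). It did not shift in KARPAS-299, JURKAT or HH (camera adjusted p = 0.405, 0.899 and 0.548). CDC25A, the phosphatase that activates CDK2, fell by 1.28 in HD-MAR-2 and by 1.21 in SUP-T1, and the D-type cyclin CCND2 by 2.37 in HD-MAR-2. CDKN1A (p21), an inhibitor of the cell cycle, also fell, by 2.65 in HH.

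Of 33 mitotic genes, 13 fell and 0 rose (13 and 0 adjusted over the list alone; camera adjusted p = 0.00148, but adjusted p = 0.0505 with an estimated correlation). The list was lower in SUP-T1 alone (median -0.71, camera adjusted p = 5.3e-16). It did not shift in HD-MAR-2, KARPAS-299 or JURKAT (camera adjusted p = 0.106, 0.214 and 0.865). The kinase AURKB fell by 1.20 in SUP-T1, while in HH the list moved up (median 0.21, camera adjusted p = 0.0016, and adjusted p = 0.0632 with an estimated correlation). Histone genes rose: 12 of 16, with 0 down (13 up and 1 down adjusted over the list alone; camera adjusted p = 5.01e-08). The list shifted up in every line but KARPAS-299 (median 0.09, camera adjusted p = 0.369). With an estimated correlation only HD-MAR-2 (camera adjusted p = 0.00377) and HH (0.0471) passed, and SUP-T1 (0.231) and JURKAT (0.182) did not. H2BC5, an H2B gene, rose by 2.10 in SUP-T1 and H2BC21 by 1.59 in HD-MAR-2.

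Among metabolic genes, 15 of 19 genes of cholesterol synthesis fell and 1 rose (15 and 1 adjusted over the list alone; camera adjusted p = 3.89e-08), and the list was lower in each line, with medians from -0.15 in JURKAT to -0.53 in HH. ACAT2, which makes acetoacetyl-CoA, fell by 0.48 on average and mevalonate kinase (MVK) by 0.54. Genes of ribosome biogenesis fell on average too, 19 of 22 with 0 up (19 and 0 adjusted over the list alone; camera adjusted p = 2.21e-07), among them the nucleolar protein gene NOLC1 (-0.38). This list was lower in SUP-T1 (median -0.49), HH (-0.43) and HD-MAR-2 (-0.38). It did not shift in KARPAS-299 (median 0.12, camera adjusted p = 0.082) or JURKAT (-0.04, camera adjusted p = 0.867). Of 73 genes of ribosomal proteins, 14 rose and 4 fell (13 and 4 adjusted over the list alone; camera adjusted p = 0.0217, but adjusted p = 0.063 with an estimated correlation), with RPL13A up by 0.44 and RPS7 down (-0.39). The share that rose was close to that over all genes (2225 of 12482), while a smaller share fell than over all genes (2508). On the same arrays 8 of 15 genes listed as markers of other blood cell types rose and 0 fell (9 and 0 adjusted over the list alone; camera adjusted p = 0.00266, median 0.20). Of those that rose, GNLY, KLRD1 and PRF1 are also genes of cytotoxic T cells, so their rise does not point to another cell type. The B-cell gene CD79A rose by 0.30 on average.

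Of the 73 upregulated genes of Table S2, 68 were tested here. In at least 2 lines 62 of them were called up, 2 (RPL13A and MAL) in 1 line, and 4 (TMEM187, RPS29, NOP53, listed there as GLTSCR2, and ERAP2) in no line. Of the 17 downregulated genes 16 were called down in at least 2 lines and MZT1 in none. These misses depend on the settings: with any probe of a gene in place of 1 probe per gene TMEM187, RPS29, ERAP2, MAL and MZT1 were called in 2 lines each, and with no fold threshold TMEM187, NOP53, RPL13A, MAL and MZT1 in at least 2. The lists with DNA replication, G1/S, histone and ribosomal protein genes each hold 2 tested genes of Table S2 and that of cholesterol synthesis 1, all chosen in the study on these samples, so that those members are not independent evidence. Apart from mitotic and ribosomal protein genes, the shifts of the lists named here remained past the threshold with an estimated correlation (largest adjusted p = 0.0131).

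**Figure D2:**
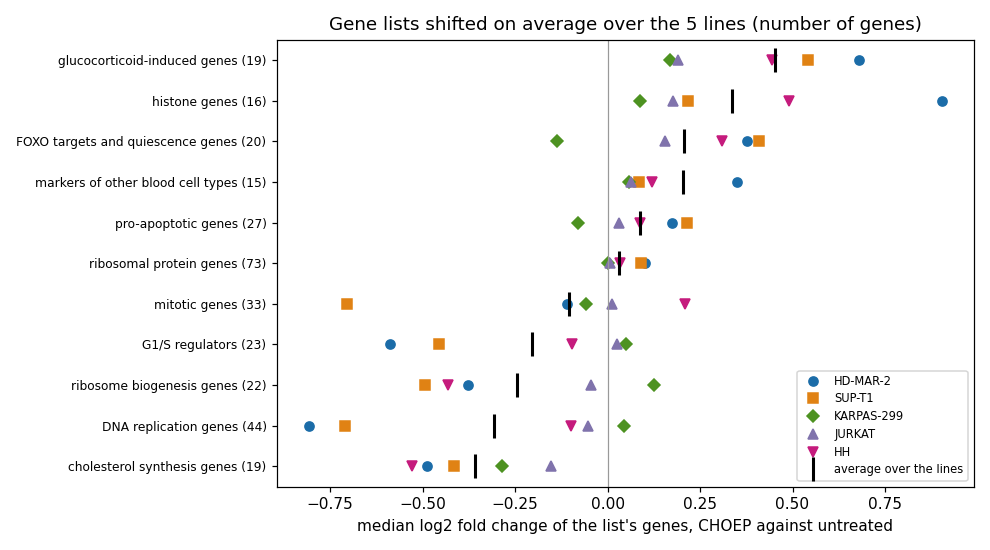
Median log2 fold change (CHOEP vs untreated, x axis) of the 11 gene lists that shifted on average, with the number of genes in brackets; each symbol is a cell line and the black tick is the average over the 5 lines. DNA replication genes lie near -0.81 and -0.71 in HD-MAR-2 and SUP-T1 and near 0 in the other lines.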

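Pro-apoptotic genes rose with CHOEP: 12 of 27 on average over the lines, with 2 lower (13 and 2 adjusted over the list alone; camera adjusted p = 0.000366, median 0.09), and 7 were called up in at least 2 lines (Fisher's exact test, adjusted p = 3.75e-08). Of these 7 genes 5 are in Table S2. The list shifted up in HD-MAR-2, SUP-T1 and HH (largest camera adjusted p = 0.00229). It did not shift in KARPAS-299 (median -0.08, camera adjusted p = 0.517) or JURKAT (0.03, camera adjusted p = 0.246). BMF, a BH3-only protein that binds BCL2, rose by 4.02 in SUP-T1, by 3.37 in HD-MAR-2 and by 1.61 in HH. BIK, another BH3-only protein, rose by 2.34 in HH and by 1.63 in HD-MAR-2, and the initiator caspase CASP8 by 1.23 in SUP-T1 and by 1.18 in HH. PMAIP1 (NOXA) rose by 2.67 in HH and by 1.26 in KARPAS-299 and was lower in SUP-T1 (-0.73, adjusted p = 0.000303). The shift of the p53 target genes did not pass the test, with 6 of 28 up and 3 down (6 and 3 adjusted over the list alone; camera adjusted p = 0.259), although TP53INP1, an inducer of autophagy and cell death, rose by 2.85 in HD-MAR-2 and by 1.79 in HH. CDKN1A, also on this list, had an average log2 fold change of -1.05.

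Of 19 glucocorticoid-induced genes 15 rose and 0 fell (16 and 0 adjusted over the list alone; camera adjusted p = 4.5e-13, median 0.45), among them KLF9, a transcription factor, with 1.52 in KARPAS-299. Genes induced by FOXO factors or in quiescent cells rose in 11 of 20 cases and fell in 4 (12 and 5 adjusted over the list alone; camera adjusted p = 5.34e-06), and the ubiquitin ligase FBXO32 rose by 4.01 in SUP-T1, by 3.57 in HH and by 1.77 in HD-MAR-2, with -0.54 in KARPAS-299. Of 14 genes of the integrated stress and unfolded protein responses 2 rose and 7 fell (2 and 7 adjusted over the list alone; camera adjusted p = 0.0928, and 0.0283 with no detection filter). ATF3, a transcription factor of this response, fell by 1.22 in HH, where XBP1 rose by 1.20, and in JURKAT the list was lower (median -0.23, camera adjusted p = 2.66e-06). The NRF2 target and aldo-keto reductase genes moved both ways, 4 up and 7 down of 14 (4 and 7 adjusted over the list alone; camera adjusted p = 0.475), with a median of -0.12 and a mean of 0.21, while 4 were called up in at least 2 lines (Fisher's exact test, adjusted p = 4.29e-05). These 4 are AKR1C2, AKR1C3, GSTM1 and GSTM2, of the AKR1C and GSTM families, whose probes may bind transcripts of related members. Fisher's exact test takes them as independent, so its p cannot show a rise of NRF2 targets as a set. Of the genes tested, Table S2 holds 5 of the pro-apoptotic, 5 of the glucocorticoid-induced, 7 of the FOXO, 3 of the NRF2 and 2 of the p53 genes, chosen in the study on these samples, so that those members are not independent evidence. The shifts of the pro-apoptotic, glucocorticoid-induced and FOXO lists remained past the threshold with an estimated correlation (adjusted p = 0.00237, 4.3e-05 and 0.0025). This setting does not remove the selection, as the lists were not tested without their members in Table S2. All 7 FOXO genes called up in at least 2 lines are such members.

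NFIL3 (probe ILMN_1707312), a bZIP transcription factor, was called up in HH and HD-MAR-2. In HH its log2 signal was 10.52 ± 0.15 (SD, n = 3) with CHOEP and 6.62 ± 0.22 in untreated cells, a log2 fold change of 3.90 (standard error 0.16, adjusted p = 6.42e-16 from limma). In HD-MAR-2 it was 10.21 ± 0.10 against 7.46 ± 0.08 (2.75, standard error 0.16, adjusted p = 1.35e-12). The other lines had log2 fold changes of 0.47 (KARPAS-299), 0.19 (JURKAT) and -0.03 (SUP-T1), and the effect differed between lines (adjusted p = 2.7e-13). PRKCZ (probe ILMN_2386982), an atypical protein kinase C, was detected on no untreated array of HD-MAR-2 and SUP-T1. There it was at least 1.48-fold higher (adjusted p = 2.05e-11) and at least 1.25-fold higher (adjusted p = 5.76e-11) with CHOEP. It was detected on no array of JURKAT and HH, and in KARPAS-299, where it was detected on all arrays, its log2 fold change was -0.06.

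PRR5 (probe ILMN_1692664), a subunit of the mTORC2 complex, had a log2 signal of 11.98 ± 0.29 (SD, n = 3) against 9.68 ± 0.13 in SUP-T1, a log2 fold change of 2.30 (standard error 0.14, adjusted p = 4.84e-12 from limma). In HD-MAR-2 it was 13.78 ± 0.17 against 12.69 ± 0.08 (1.09, standard error 0.14, adjusted p = 1.78e-06), a call lost with median scaling (0.81) and, at a log2 fold change just under 1, with the authors' values. It was 0.73 in KARPAS-299 (adjusted p = 0.00121), 0.07 in JURKAT and -0.42 in HH (adjusted p = 0.0429).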

Of note, *GRAP2* encodes for a member of the Grb2 family of adaptor proteins that recruits signalling molecules leading to TCR activation.^25–27^ In addition, among genes of the “cell surface receptor signalling” pathway, *CD53* and *CD160* are upregulated by CHOEP treatment. 

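CD53 is a tetraspanin of leukocytes, and CD160 a GPI-anchored receptor of NK cells and cytotoxic T cells. CD160 (probe ILMN_1742001) was called up in KARPAS-299, HH and HD-MAR-2. Its normalised log2 signal in KARPAS-299 was 12.18 ± 0.07 (SD, n = 3) with CHOEP and 7.81 ± 0.19 in untreated cells, a log2 fold change of 4.36 (standard error 0.11, adjusted p = 6.99e-21 from limma). In HH it was 13.48 ± 0.10 against 9.91 ± 0.10 (3.56, adjusted p = 5.83e-19) and in HD-MAR-2 9.02 ± 0.04 against 7.26 ± 0.21 (1.76, adjusted p = 2.66e-12). No array of SUP-T1 or JURKAT had a detected signal of CD160, and the effect differed between lines (adjusted p = 3.31e-18).

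CD53 (probe ILMN_2413808) was detected on every array. It rose from 10.06 ± 0.03 to 11.59 ± 0.05 (SD, n = 3) in HD-MAR-2, a log2 fold change of 1.53 (standard error 0.11, adjusted p = 4.08e-11 from limma), and from 10.34 ± 0.03 to 11.75 ± 0.10 in HH (1.40, adjusted p = 1.2e-10). In SUP-T1 its log2 fold change was 1.05 (adjusted p = 5.04e-08), a call lost without SUP-T1 CHOEP replicate 1 (0.97), with median scaling (0.81) and with quantile normalisation without background correction (0.97). KARPAS-299 (0.34) and JURKAT (0.10) were not called, and the effect differed between lines (adjusted p = 3.29e-08). GNLY, the gene of the granule protein granulysin of NK cells and cytotoxic T cells, is on the list of markers of other blood cell types. It rose by 3.27 in KARPAS-299 and was detected on no array of the other lines.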

*CD160* plays a role in regulating the activation of TCR proximal signalling interacting with the tyrosine kinase Lck and promoting the PI3K/AKT pathway.^28–30^

**Fig. 2:**
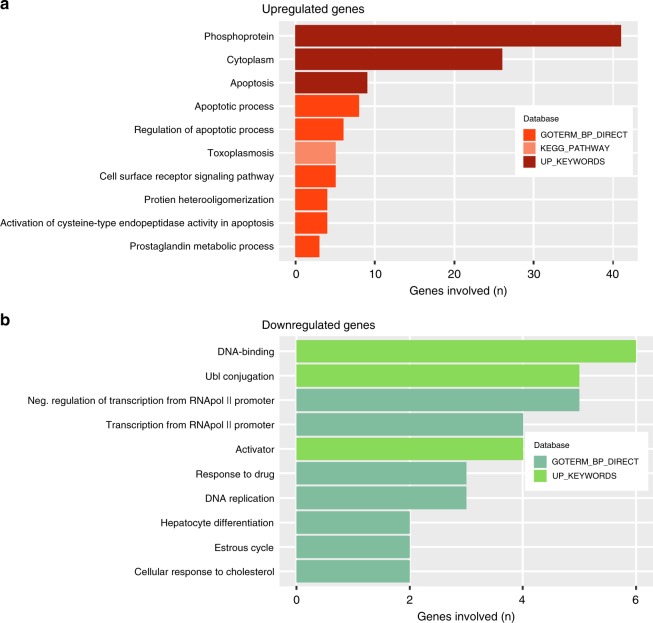
Gene-enrichment analysis upon CHOEP treatment in malignant T-cell lines. Top ten biological terms identified by the DAVID web tool significantly enriched in the 73 upregulated (**a**) and 17 downregulated (**b**) genes in treated cell lines (FC ≥2 - FDR < 0.05 and FC ≤ −2 - FDR < 0.05, respectively)

One likely explanation for the upregulation of these genes is that cells try to counteract the effects of CHOEP by activating phospho-kinase molecules that trigger survival signals mediated by the TCR. 

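The genes of the TCR pathway moved both ways. Of 46 tested, 9 rose and 8 fell on average over the lines (9 and 8 adjusted over the list alone; camera adjusted p = 0.551, and 0.982 in the downward direction with median scaling). These shares are close to those over all 12482 genes tested, of which 2225 rose and 2508 fell. The list shifted up in HD-MAR-2 (median 0.15, camera adjusted p = 0.00381), in the other lines its adjusted p was at least 0.233, and its mean differed between lines (adjusted p = 1.3e-07 from limma). Inhibitors of TCR signalling were among the genes that rose and among those that fell. UBASH3B, a phosphatase that acts on ZAP70, rose by 0.52 on average (adjusted p = 1.54e-10). CTLA4, an inhibitory receptor, was at least 1.68-fold higher in HH, and SLA, an adaptor that promotes degradation of the receptor, rose by 0.39 on average. CSK (-0.15), the kinase that inhibits Lck, was lower on average, as were PAG1 (-0.31), PTPN6 (-0.27), CBL (-0.21) and CD5 (-0.27), which are named after their values were seen. GRAP, an adaptor of the GRB2 family, rose by 0.44 on average. Of the genes tested 1 is in Table S2, chosen on these samples, and 5 of the 51 genes of the list, among them another of Table S2, were not analysed here.

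LCK, the gene of the kinase Lck, had an average log2 fold change of -0.00 (standard error 0.08, adjusted p = 0.975 from limma). In SUP-T1 LCK was lower by 0.48 (adjusted p = 0.0497), too little for a call. Its log2 fold change was 0.37 in HD-MAR-2 and -0.10 in JURKAT, and it was not detected in KARPAS-299 and HH. FYN, the other Src family kinase of T cells, rose by 0.26 (adjusted p = 0.0011). ZAP70 (0.10, adjusted p = 0.131), the adaptor LAT (-0.11, adjusted p = 0.113), PLCG1 (-0.04, adjusted p = 0.651), FGR (-0.02, adjusted p = 0.873) and SRC (-0.18, adjusted p = 0.126) did not pass the test. Of 13 tyrosine kinases inhibited by dasatinib 1 rose (FYN) and 2 fell (CSK and BLK), the same 1 and 2 adjusted over the list alone (camera adjusted p = 0.475), and the difference of this list between the lines did not pass the test (adjusted p = 0.155).

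Median scaling moved the median log2 fold change of all genes to -0.11 on average, against which its values are to be read. With it FYN (0.11) and SLA (0.20) no longer passed the test, LAT fell (-0.27) and ZAP70 turned to -0.05, and CTLA4 was not called in HH with the authors' values or with quantile normalisation without background correction. SRC passed the test without HH CHOEP replicate 1 or SUP-T1 untreated replicate 3 and ZAP70 without SUP-T1 untreated replicate 2, while LCK and FGR changed sign between settings (LCK from -0.08 to 0.03 with single arrays left out, FGR up to 0.03 with any probe of a gene). From upregulated genes of Table S2, not all of which were analysed here, the paper proposes that TCR-mediated survival signals counteract CHOEP, and it goes on to the phosphorylation of kinases in treated cells. The values here are mRNA levels after 24 h at the IC50. They do not measure phosphorylation, which the paper's phospho-kinase array read in HD-MAR-2 at a lower dose and an earlier time.

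**Figure D3:**
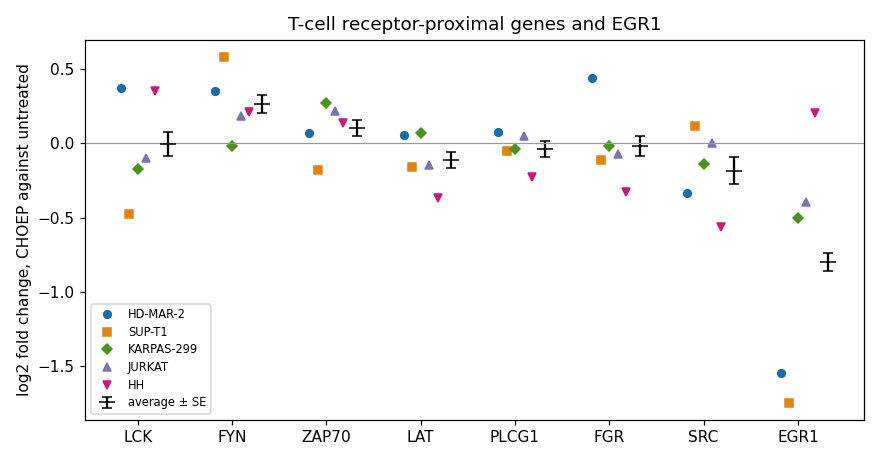
Log2 fold change (CHOEP vs untreated, y axis) of LCK, FYN, ZAP70, LAT, PLCG1, FGR, SRC and EGR1; each symbol is a cell line and the black point with its bar is the average over the 5 lines ± standard error. The average of LCK, which was not detected in KARPAS-299 and HH, is -0.00, and EGR1 is lowest in SUP-T1 and HD-MAR-2 (-1.75 and -1.55).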

We therefore examined the modulation of the phosphorylation of 39 individual proteins involved in cellular proliferation and survival upon CHOEP treatment, using the Human Phospho-Kinase antibody array (R&D Systems). Representative phospho-array analysis of HD-MAR-2 treated cells (the least sensitive cell line to CHOEP), identified several pathways upregulated by CHOEP. These include the AKT/mTOR pathway (TOR and AKT kinases), MAPK signalling pathway (MSK1/2, MEK1/2, Erk1/2 and p38), SRC family kinase pathway (Lck and Fgr) and components of the β-catenin pathway (GSK α/β, FAK and β-catenin). In addition, several key transcription factors were upregulated, including STAT1, STAT3, STAT4, STAT5A/B, STAT6 and p53. Other signalling molecules that were upregulated include proteins of the DNA damage signalling pathway (Chk2 and p27) and the phospholipase C γ1 (PLCγ1), a key enzyme which links proximal and distal TCR signalling pathways^31^ (Fig. S2).

Collectively, these data suggest that survival signals from the TCR might contribute to determine chemotherapy sensitivity. To further investigate tyrosine kinase activity required for signal transduction through the TCR upon CHOEP treatment, western blot analysis using a pan phospho-tyrosine antibody was conducted. In all cell lines, CHOEP increased the level of tyrosine phosphorylation with different kinetics (Fig. 3a–e). This was also true for the OCI-Ly12 cell line that was included in the analysis as it represents one of the fewest available cell line derived from PTCL-NOS.^32^ CHOEP significantly inhibited the proliferation of OCI-Ly12 (IC_20_: 0.23×, IC_30_: 0.32×, IC_50_: 0.48×) and induced tyrosine phosphorylation as detected by western blot analysis of treated cells (Fig. 3f). Of note, all western blot analysis revealed an increase in the phosphorylation signals of 50–60 kDa proteins, suggesting that CHOEP might induce the TCR signalling through SRC-family kinases activation (SFKs) (Fig. 3a–f). The modulation of SFKs phosphorylation was then evaluated by western blot. SFKs are activated upon CHOEP treatment in HD-MAR-2, KARPAS-299, SUP-T1 and JURKAT cells, although each cell line displayed a specific kinetics of activation (Fig. 3g). No SFK phosphorylation was detected in HH and OCI-Ly12 cell lines, which, of note, are those cell lines displaying the highest sensitivity to CHOEP (Fig. 3g). Nonetheless, when the activation of additional signalling molecules downstream the TCR such as ZAP-70, p38, MEK1/2, ERK1/2 and AKT was evaluated in all cell lines, in HH and OCI-Ly12 we observed the modulation of both ERK1/2 and AKT phosphorylation (Fig. S3A) upon treatment with CHOEP. No other significant modulation was observed, with the exception of an increase in AKT phosphorylation in SUP-T1 cell line after 3, 6 and 24 h of CHOEP exposure (data not shown). Notably, when we analysed the total tyrosine kinase activity and SFKs activating phosphorylation in CHOEP-resistant JURKAT cells, we observed that, compared with the parental cell line, chemoresistant cells were characterised by a significant increase in basal phosphorylation levels, which were not further augmented upon CHOEP administration (Fig. S3B). These results indicate that even chronic exposure to CHOEP activates signalling kinases belonging to TCR signalling. In line with this, the engagement of the TCR in JURKAT cells by phytohaemagglutinin (PHA, 1 µg/ml) that resulted in cell rosetting, upregulation of CD69 expression and upregulation of pan tyrosine phosphorylation (data not shown), seems to contribute to chemoresistance. In fact, PHA-stimulated cells exposed to IC_50_ CHOEP were less sensitive to CHOEP than unstimulated cells exposed to the same concentration of CHOEP (growth inhibition of PHA-stimulated cells 11 ± 8.7% mean ± SD, p:ns, vs 36.1 ± 5.8% mean ± SD of unstimulated cells, *p* < 0.001; data are expressed as percentages of untreated cells; data not shown).

**Fig. 3:**
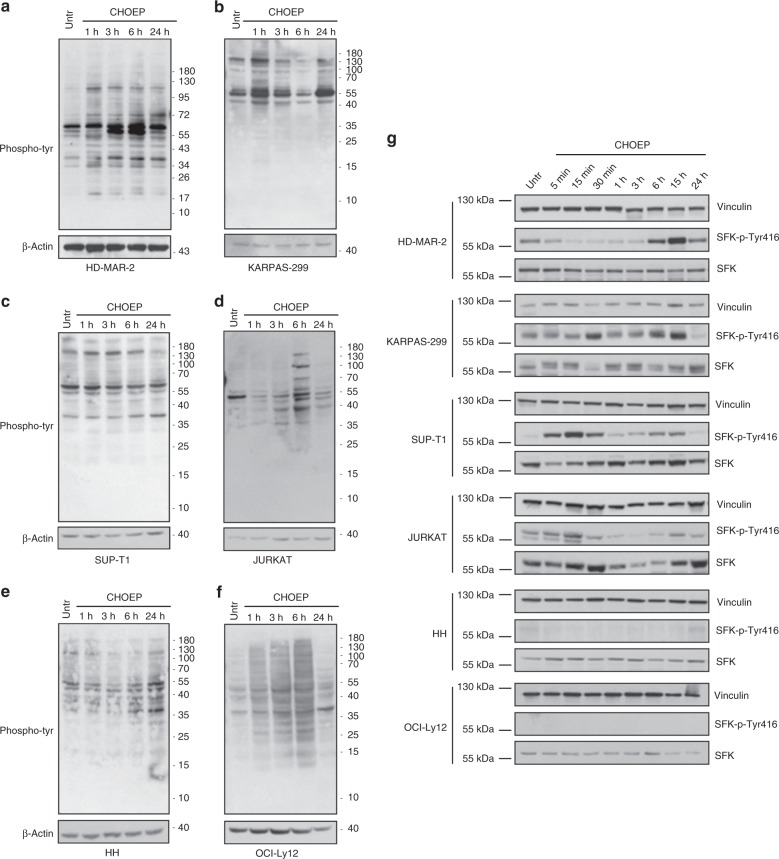
CHOEP treatment upregulates tyrosine phosphorylation levels and SRC family kinases activation. **a**–**f** Cell lines were treated with IC_20_ CHOEP for the indicated time points. Cell lysates were analysed by western blot with a pan phospho-tyrosine antibody and normalised on β-actin levels. **g** Cell lines were exposed to IC_20_ CHOEP for the indicated time points. Cell lysates were assayed by western blot for the activating phosphorylation of SRC family kinases (SFKs) on Tyr416. The data were normalised on total SFKs and vinculin levels

### The tyrosine kinase inhibitor dasatinib potentiates CHOEP effects in malignant T-cell lines

As all the above reported findings prompt to a role of the TCR signalling pathway activation in promoting pro-survival signals mainly mediated by SFKs in response to chemotherapy in TCL preclinical models, we hypothesise that the addition of a tyrosine kinase inhibitor to CHOEP might improve response rates of TCLs. To test this hypothesis, we first exposed cells to increasing concentrations of the TKI dasatinib (1.5–100 µM) for 48 h. A significant dose-dependent decrease in cell proliferation was detected in all cell lines (Fig. 4a), and dasatinib inhibitory concentrations (ICs) were then calculated (Table S3). As expected, upon dasatinib exposure, SFKs phosphorylation was totally abrogated (as shown in representative Fig. S4A), confirming that these kinases are well targeted by the inhibitor.^33^

**Fig. 4:**
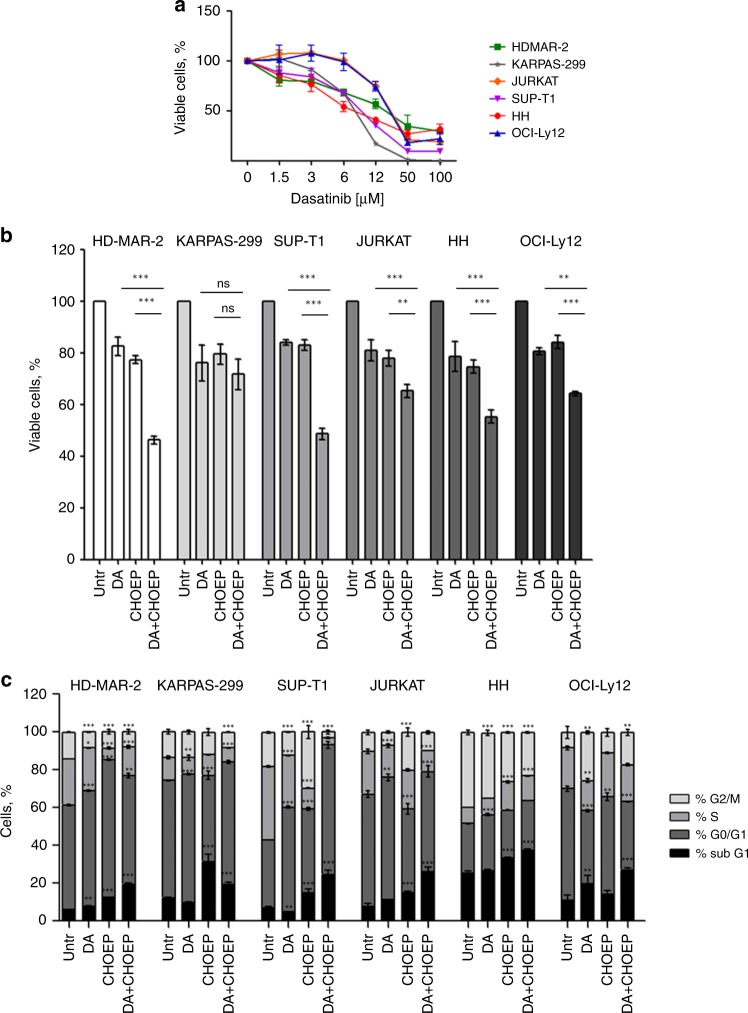
Dasatinib addition to CHOEP potentiates the anti-proliferative effect of chemotherapy. **a** Cell lines were incubated with the indicated doses of dasatinib. After 48 h, cell viability was monitored by flow cytometry. **b**, **c** Cells lines were treated with IC_20_ CHOEP and IC_20_ dasatinib (DA) either alone or in combination for 48 h. The percentage of viable cells (**b**) and cell cycle distribution (**c**) were assessed by flow cytometry. The data represented are the mean ± SD of at least two independent experiments. In **a** and **b**, the data are expressed as a percentage of untreated samples. Asterisks indicate statistically significant differences (*p < 0.05; **p < 0.01; ***p < 0.001; ns: not significant). In **c**, differences are referred to the untreated sample

To define the effects of dasatinib combined with CHOEP at the cellular level, we assessed the cell proliferation and cell death in cell lines treated with the dasatinib–CHOEP (DA + CHOEP) combination. As shown in Fig. 4b, the addition of DA to CHOEP significantly inhibited cell proliferation in HD-MAR-2, SUP-T1, JURKAT, HH and OCI-Ly12 cells (mean inhibition: DA 18.6 ± 1.5%, range 16–21.3%; CHOEP 20.6 ± 4% range 15.8–25.3%; DA + CHOEP 44 ± 8.7% range 34.7–53.7%; mean ± SD, *p* < 0.001), but not in KARPAS-299 cell line (DA 23.9 ± 6.9%; CHOEP 20.4 ± 3.8%; DA + CHOEP 28.2 ± 5.9%, mean ± SD, p:ns) compared with the exposure to single agents.

Cell cycle analysis (Fig. 4c) indicated that the DA + CHOEP combination induced G1-phase cell cycle arrest and accumulation of a sub-G1-phase population in all cell lines, indicative of the presence of dead cells characterised by fragmented DNA (mean fold DA/untr 1.8 ± 4, CHOEP/untr 8.7 ± 5.5, DA+CHOEP/untr 14.1 ± 4.2). Of note, CHOEP and dasatinib, used either alone or combined, did not affect cell growth of normal T lymphocytes isolated from the peripheral blood of healthy donors (Fig. S4B).

The activity of two other TKIs, sorafenib and ruxolitinib, were additionally tested in combination with CHOEP. Sorafenib is an oral multi-kinase inhibitor approved for patients with advanced renal cell carcinoma and hepatocellular carcinoma^34^ with potent activity against several receptor tyrosine kinases involved in tumour progression and tumour angiogenesis.^35^ Ruxolitinib is instead a selective JAK inhibitor recently approved for the treatment of primary and secondary myelofibrosis.^36^ Cell lines were exposed to escalating concentrations of sorafenib and ruxolitinib for 48 h, and relative ICs were obtained (Table S4). We then investigated the anti-proliferative activity of each inhibitor in combination with CHOEP. As shown in Fig. S5A, sorafenib, similarly to dasatinib, significantly reduced cell proliferation in all cell lines when used in combination with CHOEP (mean inhibition: SO 16.3 ± 1.7%, range 14.3–19.4%; CHOEP 17.8 ± 5.4% range 9.4–24.2%; SO+CHOEP 45.1 ± 7.5% range 32.3–47.8%; mean ± SD, *p* < 0.001). On the other hand, the addition of ruxolitinib (RU) to CHOEP did not significantly reduce cell proliferation in malignant T-cell lines with the exception of JURKAT cells (CHOEP 26 ± 5.7%; RU+CHOEP 60 ± 2.8%; mean ± SD, *p* < 0.01) (Fig. S5B) that are in fact characterised by the upregulation of the JAK/STAT pathway.^37^

### Dasatinib enhances CHOEP-induced apoptotic cell death in preclinical models of T-cell lymphoma

The mechanism of DA+CHOEP-induced cell death was further investigated in all cell lines. Compared with single treatments, the combination caused increased cell death (median increase of early + late apoptotic cell death: DA 8.2 ± 12.6%; CHOEP 11.5 ± 3.4%; DA+CHOEP 44.2 ± 5.6%; *p* < 0.001) of HD-MAR-2, SUP-T1, JURKAT and OCI-Ly12 cell but not of KARPAS-299 and HH, as detected by staining cells with FITC–Annexin V and propidium iodide (PI) and flow cytometry analysis (Fig. 5a). The increase in cell death was also associated with a severe mitochondrial depolarisation. As shown in Fig. 5b, the percentage of cells positive to TMRE (viable cells, not subjected to a depolarisation of the mitochondrial membrane, usually linked to apoptosis induction) was significantly reduced in HD-MAR-2, SUP-T1, JURKAT and OCI-Ly12 cells treated with the DA+CHOEP combination (mean percentage of TMRE-positive cells: DA 83.2 ± 20.8%, CHOEP 78.5 ± 23.2%, DA+CHOEP 29.2 ± 24%; mean ± SD, *p* < 0.001) but not in KARPAS-299 and HH. Interestingly, treatment with either DA or CHOEP alone reduced the percentage of TMRE-positive cells only in HD-MAR-2 and OCI-Ly12 cell lines. In addition, in KARPAS-299 and JURKAT cell lines dasatinib used either alone or in combination, induced caspase activation (caspase 9 and 3, respectively), whereas in SUP-T1 and OCI-Ly12 only the combination DA+CHOEP-induced caspase 9 and 3, respectively. In HH cell line, no caspase activation was detected when CHOEP and dasatinib were either used alone or combined (Fig. 5c).

**Fig. 5:**
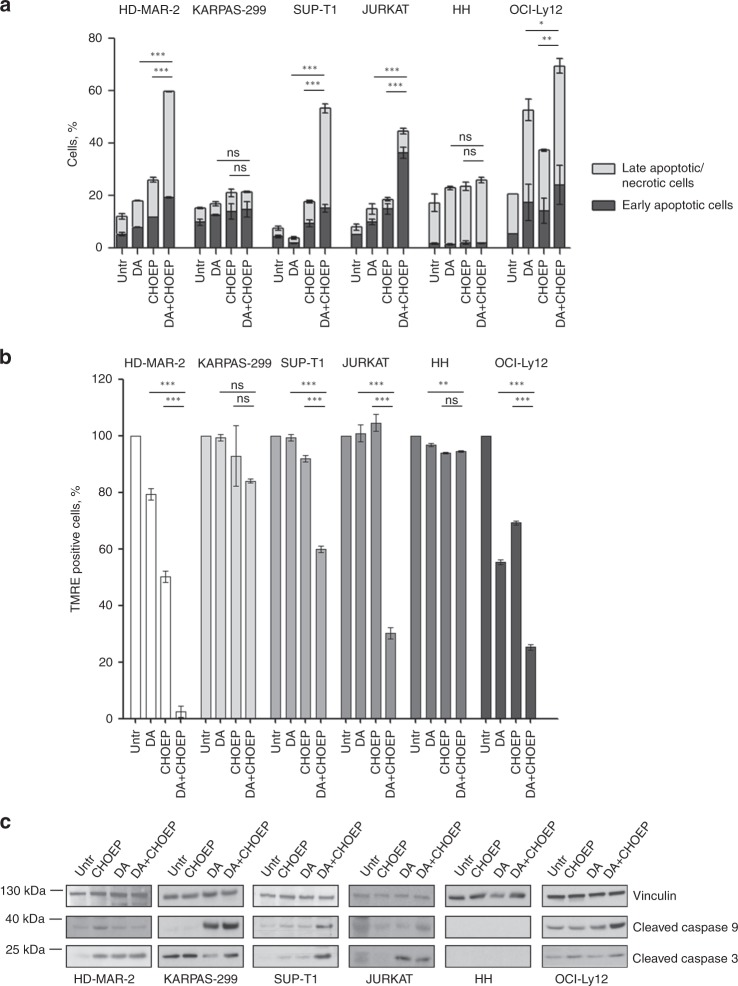
Dasatinib addition to CHOEP induces apoptotic cell death. **a**–**c** Cells lines were treated with IC_20_ CHOEP or IC_20_ dasatinib (DA) alone or in combination for 48 h. Then cells were stained with the FITC–Annexin V/PI (**a**) or the fluorescent probe TMRE (**b**) and monitored by flow cytometry to detect apoptotic cell death and the mitochondrial membrane depolarisation, respectively. In **a**, early apoptotic cells are Annexin V positive/PI negative, late apoptotic/necrotic cells are Annexin V positive/PI positive. Statistics is calculated on the total number of dead cells (early+late apoptotic cells). In **b**, the data are expressed as a percentage of untreated samples. The data represented are the mean ± SD of at least two independent experiments. Asterisks indicate statistically significant differences (*p < 0.05; **p < 0.01; ***p < 0.001: ns: not significant). **c** Upon treatments, cell lysates were prepared and assayed by western blot using the indicated antibodies

To rule out the possibility that dasatinib activity could be related to the presence of activating mutations in genes related to TCR signalling such as *FYN* and *RHOA* that have been recently reported in a significant fraction of PTCL patients,^38^ Sanger sequencing was performed. When we checked for the presence of the L174R, R176C and Y531H mutation in the *FYN* gene (Fig. S6A, S6B) and for the G17V mutation of *RHOA* (Fig. S6C), no substitution was detected in the cell lines.

### DA+CHOEP treatment suppresses tumour growth of TCLs in mice

The in vivo anti-tumour activity of the combination DA+CHOEP was investigated in two localised human tumour xenografts models in NOD/SCID mice developed using subcutaneous injection of HD-MAR-2 (the least sensitive cell line) and OCI-Ly12, the PTCL cell line, which in in vitro experiments was among the most sensitive to CHOEP. The in vivo growth of HD-MAR-2 tumour nodules was significantly affected by CHOEP and by the combined DA+CHOEP treatment (ctrl 1.57 ± 0.28 g, CHOEP 0.36 ± 0.06 g, DA+CHOEP 0.03 ± 0.01 g; mean ± SEM, *p* < 0.001) but not by dasatinib used alone (ctrl 1.57 ± 0.28 g, DA 1.1 ± 0.12 g; mean ± SEM, p:ns) (Fig. 6a). The relative tumour growth inhibition was of 30.2% (DA), 77.4% (CHOEP) and 98.1% (DA+CHOEP). In contrast, in vivo treatment with either dasatinib or CHOEP slightly affected the growth of OCI-Ly12 nodules compared with untreated controls (DA 1.21 ± 0.15 g, CHOEP 1.06 ± 0.12 g, ctrl 1.34 ± 0.19 g; mean ± SEM, p:ns) (Fig. 6b). Despite the partial lack of activity of the single treatments, the combination significantly reduced tumour growth as compared with the untreated controls (DA+CHOEP 0.33 ± 0.06 g, ctrl 1.34 ± 0.19 g; mean ± SEM, *p* < 0.001), the use of dasatinib alone (DA+CHOEP 0.33 ± 0.06 g, DA 1.21 ± 0.15 g; mean ± SEM, *p* < 0.001) and the use of CHOEP (DA+CHOEP 0.33 ± 0.06 g; CHOEP 1.06 ± 0.11 g, mean ± SEM, *p* < 0.001), with tumour growth inhibition values of 10.2% (DA), 21.3% (CHOEP) and 75.7% (DA+CHOEP).

**Fig. 6:**
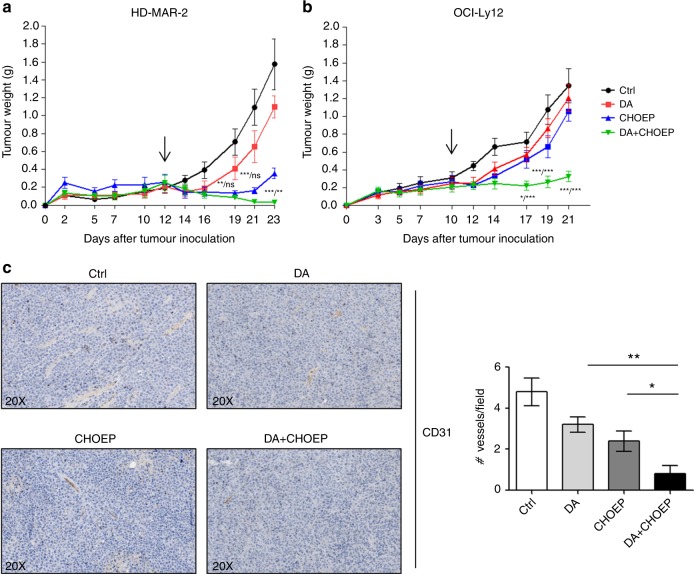
Anti-tumour activity of DA+CHOEP combination in xenograft models of T-cell lymphoma. **a**, **b** NOD/SCID mice were subcutaneously inoculated with HD-MAR-2 (**a**) or OCI-Ly12 cells (**b**). When tumour nodules reached 150–200 mm^3^, they were randomised to receive treatment with DA, CHOEP, DA+CHOEP or vehicle (ctrl) as described in the Methods section. The beginning of the treatment is indicated by the black arrow. The data are expressed as the mean ± SEM. Asterisks indicate statistically significant differences (*p < 0.05; **p < 0.01; ***p < 0.001: ns: not significant). For each time point, the first asterisk refers to the DA-DA+CHOEP comparison, the second one to CHOEP-DA+CHOEP. **c** Representative images of CD-31 immunostaining of OCI-Ly12 tumours excised at day 21. Left panel, original magnification 40×. Right panel, quantification of blood vessel number/field, calculated of ten randomly selected fields of each section

In addition, immunohistochemical detection of CD31 in the tumours generated by OCI-Ly12 injection showed a significantly low microvessel density in the DA+CHOEP-treated group, as compared with the other cohorts of mice (untr 4.8 ± 0.68, DA 3.2 ± 0.39, CHOEP 2.8 ± 0.44, DA+CHOEP 0.8 ± 0.42; mean ± SEM of the number of vessels/field) (Fig. 6c).

## Discussion

In an attempt to identify possible pro-survival mechanisms activated by TCLs to counteract the cell death pathways triggered by chemotherapy, we analysed the expression levels of genes induced by CHOEP treatment in a panel of TCL cell lines. 

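Among anti-apoptotic genes 3 of 17 rose on average over the 5 lines and 6 fell (3 and 6 adjusted over the list alone; camera adjusted p = 0.154). CFLAR (c-FLIP), which blocks caspase 8, rose by 0.58 (standard error 0.05, adjusted p = 3.67e-09 from limma) and by 1.21 in HH. TRAF1, an adaptor of TNF receptors and an NF-kappaB target, fell by 1.49 in HH and by 1.50 in HD-MAR-2, a call lost there with the authors' values (-0.90) and with quantile normalisation without background correction (-0.96). The survival kinase PIM3 fell by 1.36 in HH, and PIM1 by 0.41 on average.

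Genes induced by T-cell activation moved both ways, 5 of 24 up and 9 down (5 and 9 adjusted over the list alone; camera adjusted p = 0.666), and 4 were called down in at least 2 lines (Fisher's exact test, adjusted p = 2.51e-05). EGR1, an immediate early gene of ERK signalling downstream of the TCR, fell by 1.75 in SUP-T1 (adjusted p = 8.39e-10) and by 1.55 in HD-MAR-2 (adjusted p = 4.74e-09), and had 0.20 in HH. TNF fell by 2.17 in KARPAS-299, from 11.49 ± 0.20 to 9.32 ± 0.10 (SD, n = 3), and was at least 2.56-fold lower in HH. In KARPAS-299 the list was lower (median -0.11, camera adjusted p = 0.0257, but adjusted p = 0.0902 with an estimated correlation). RCAN1, a calcineurin regulator induced by NFAT, rose by 1.66 in HH and by 1.45 in HD-MAR-2. JUN, a subunit of AP-1, rose by 0.70 on average and by 1.10 in HD-MAR-2, a call lost without HD-MAR-2 untreated replicate 1 (0.99), with median scaling (0.81) and with quantile normalisation without background correction (0.97). Of the genes tested, Table S2 holds 2 of the activation list, chosen on these samples, and 0 of the anti-apoptotic list, of which 3 of 20 genes, among them a gene of Table S2, were not analysed here.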

Among others, CHOEP induced the upregulation of genes encoding for pro-survival proteins and for signalling molecules downstream of the TCR that was also associated with an increase in protein tyrosine phosphorylation. These results are in line with the idea that malignant T cells use growth and survival signals provided by the TCR.

Consistent with this, several lines of evidence suggest that TCR activation might be as relevant to TCL pathogenesis as the constitutive B-cell receptor (BCR) signalling is known to promote neoplastic B-cell survival and expansion in B-cell lymphomas. This view is supported by the widespread expression of the TCR and of its associated kinases in different subtypes of PTCLs^39^ and by the presence of gene fusions, translocations, point mutations, small indels, as well as amplifications and deletions that lead to the constitutive activation of the TCR.^40–44^ In addition, the mutational status of TCR-related genes and the engagement of TCR on tumour T cells seem to have clinical implications as they have been identified as distinguishing features of poor prognosis subgroups of PTCLs.^45,46^ Thus, pharmacologic inhibition of the TCR and/or of its associated kinases using multi-tyrosine kinase inhibitors (TKIs) might represent a strategy to augment response rates and decrease chemotherapy resistance.

Dasatinib, an orally administered well-tolerated small molecule inhibitor of multiple tyrosine kinases^11^ used for the treatment of chronic myeloid leukaemia (CML) and acute lymphoblastic leukaemia (ALL) has been tested as a single agent in a phase I/II study for relapsed/refractory NHL.^12^ Of note, the only complete responses were observed in two PTCL-NOS patients.^47^ Despite these encouraging results, dasatinib treatment for PTCL has not moved forward. This might be due to the fact that monotherapy with selective targeted agents is unlikely to prove fully effective when used alone and most anti-tumoural therapies are based on combinations.

Here, we provide preclinical evidence that the anti-tumour efficacy of the combination of dasatinib and the anthracycline-based regimen CHOEP is augmented when compared with either chemotherapy or dasatinib as monotherapy. The effect is mediated by the induction of cell cycle perturbations, mitochondrial injury and caspase-dependent apoptosis in malignant T-cell lines. These findings were also confirmed in animal models where no toxic effects were observed. Of interest, the addition of dasatinib to CHOEP improves efficacy in any T-cell lymphoma and leukaemia model used irrespective of: (i) the biological differences among histologies; (ii) the response to CHOEP administered alone; (iii) the presence of activating mutations in genes of the TCR signalling pathway. This broad activity demonstrated by the DA+CHOEP combination can be explained by the fact that dasatinib targets many of the signalling pathways subverted in T-cell oncogenesis such as ABL, the SRC family kinases (SFKs), PDGFR alpha and beta.^33^ SRC inhibition affects TCR ability to interact with the PIK3/AKT, RAS/MAPK and STAT3 pathways, and to modulate cell migration and invasion through interaction with integrins, the focal adhesion kinase (FAK), and regulators of the family of Rho-GTPases.^44,48,49^ Accordingly, sorafenib another oral inhibitor of several receptor tyrosine kinases involved in tumour progression and tumour angiogenesis approved for the treatment of advanced renal cell carcinoma and hepatocellular carcinoma,^50^ exerts similar effects as dasatinib on malignant T cells, whereas ruxolitinib a selective inhibitor of JAK1 and JAK2 does not. Collectively data presented clearly indicate that dasatinib warrants testing in combination with anthracycline-based programs for the upfront treatment of TCLs to improve outcome.

## Supplementary information

Supplementary Files

## Data Availability

The data generated during the current study are available from the corresponding author upon reasonable request. Gene expression data has been deposited in the NCBI Gene Expression Omnibus database, accession number GSE129289.

# Supplementary material for: Tyrosine kinase inhibition to improve anthracycline-based chemotherapy efficacy in T-cell lymphoma
**Source:** Br J Cancer. 2019 Sep 2;121(7):567–77. doi: 10.1038/s41416-019-0557-8
**Supplement:** Supplementary file 1 — Supplementary Files

A

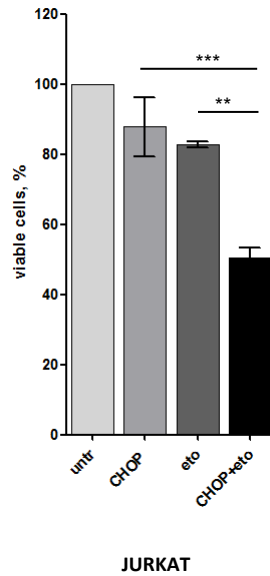

B

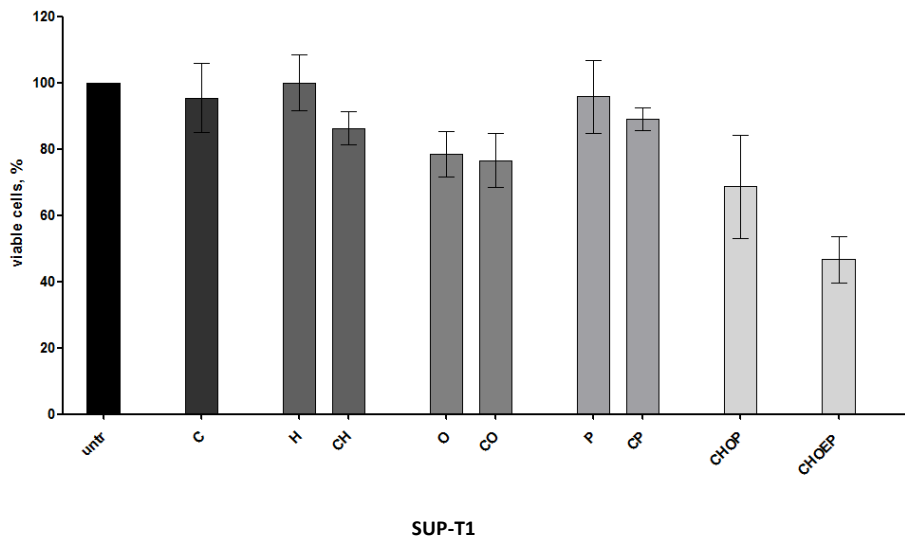

Figure S1. Effects of CHOEP on cell viability in preclinical models of T-cell lymphoma.

(A) Representative experiment performed in JURKAT cells exposed to IC₂₀ CHOP, IC₂₀ etoposide (eto), or IC₂₀ CHOP+IC₂₀ eto. (B) Representative experiment performed in SUP-T1 cells treated with each of the components of the CHOP regimen used alone (C, H, O and P) or in combination (CH, CO, CP; CHOP and CHOEP). Doses were the ones of IC₅₀ CHOEP. In A and B, 48h upon treatments viable cell counting was performed by flow cytometry. Data are expressed as a percentage of untreated samples and are the mean±SD of at least two independent experiments. Asterisks indicate statistically significant differences ** p<0.01; *** p<0.001).

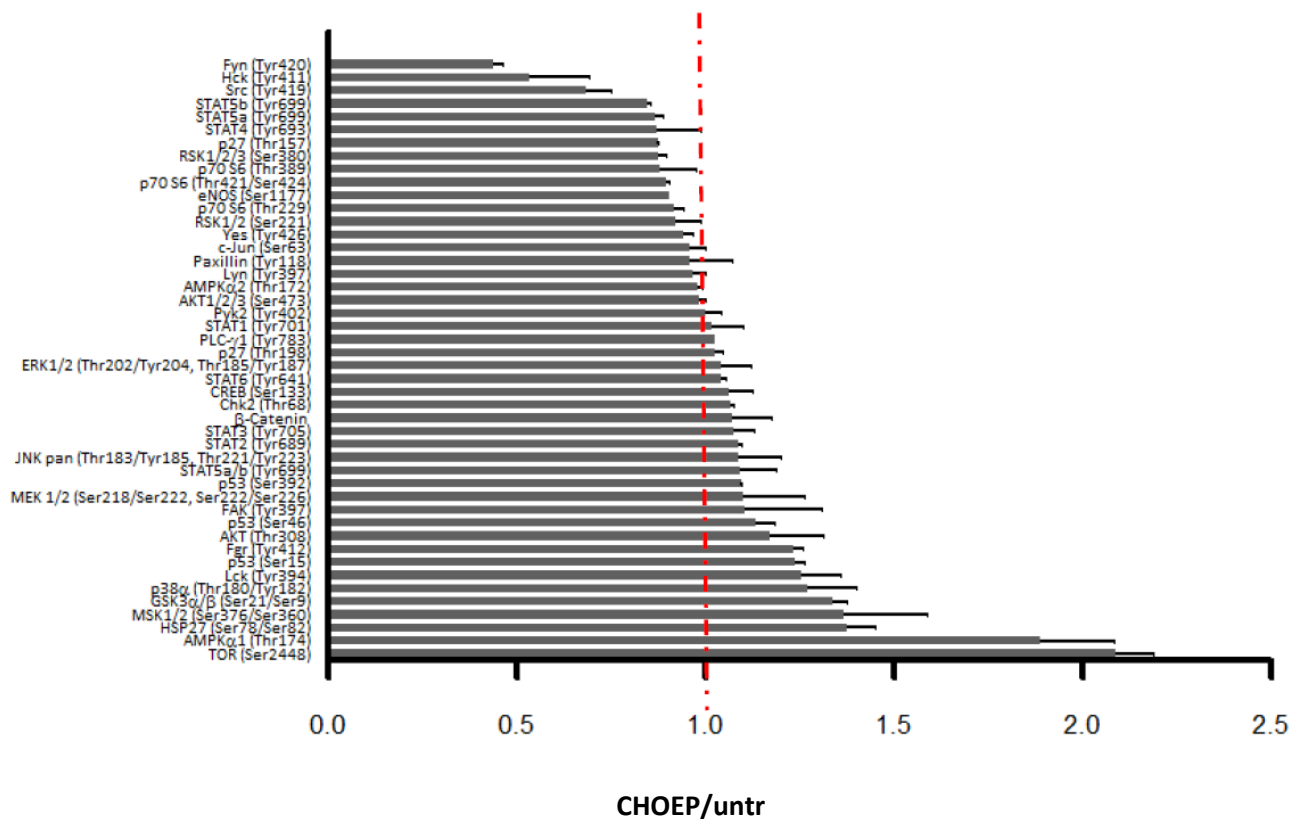

Figure S2. Results of the Proteome Profiler Human Phospho-Kinase Array in HD-MAR-2 cell line.

Representative Proteome Profiler Human Phospho-Kinase Array performed using cell lysates of HD-MAR-2 cells, treated or not with IC₂₀ CHOEP for 3h. The graph shows the results of the densitometric analysis of spots obtained, normalized as described in methods.

A

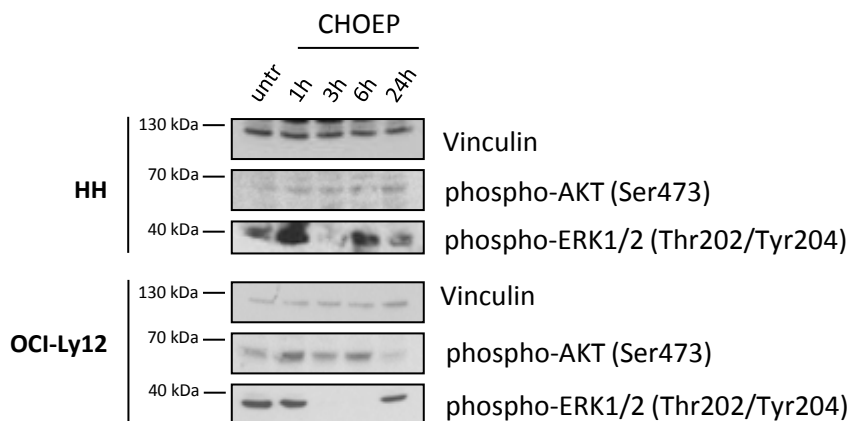

B

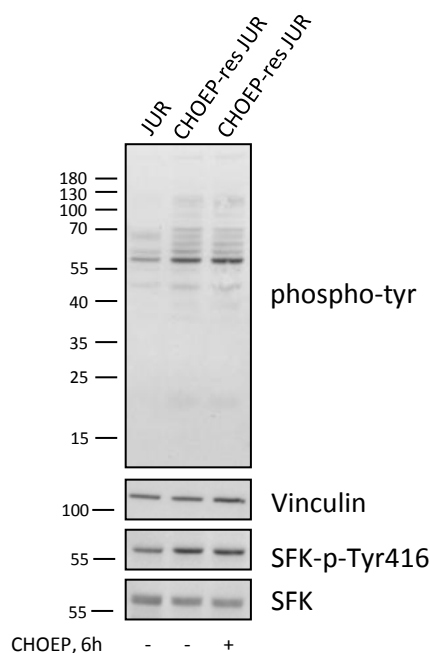

Figure S3. Modulation of TCR downstream molecules in malignant T-cell lines upon CHOEP exposure.

(A) HH and OCI-Ly12 cell lines were treated with IC₂₀ CHOEP for the indicated time points and cells lysates were analysed by western blot with phospho-AKT and phospho-ERK1/2 antibodies and normalized on Vinculin levels. (B) Western blot showing pan tyrosine phosphorylation and SFKs phosphorylation on Tyr416 in JURKAT and CHOEP-resistant JURKAT cells, treated with IC₅₀ CHOEP for 6 hours.

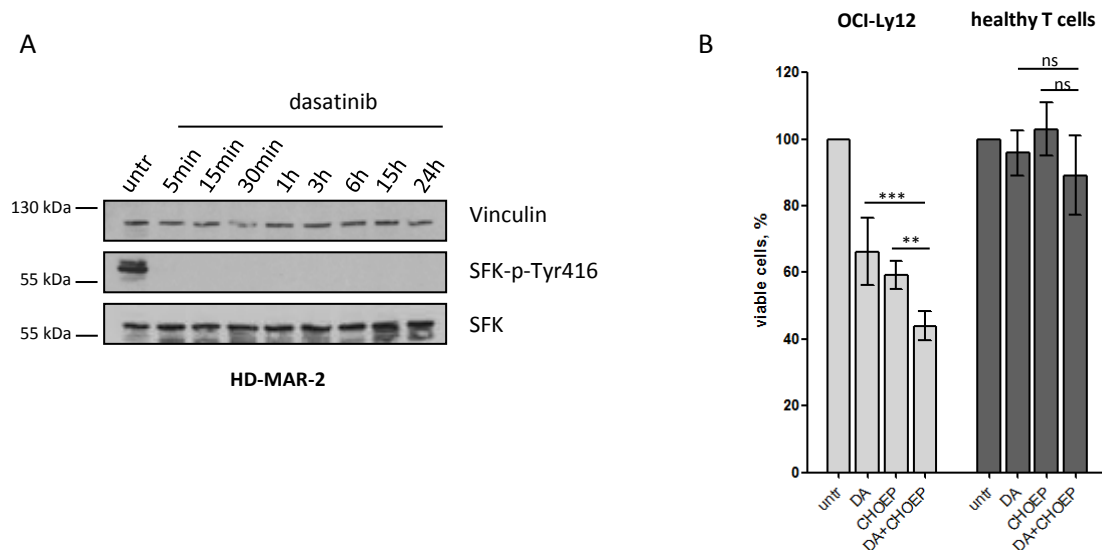

Figure S4. Effects of dasatinib alone and in combination with CHOEP.

(A) Representative western blot of HD-MAR-2 cells treated with IC₂₀ dasatinib for the indicated time points. (B) OCI-Ly12 and healthy T lymphocytes (CD3⁺, isolated from the peripheral blood of healthy donors) were treated with IC₅₀ CHOEP and IC₅₀ dasatinib alone or in combination. After 48h viable cells were counted by flow cytometry. Data are expressed as a percentage of untreated samples and are the mean±SD of three independent experiments. Asterisks indicate statistically significant differences (** p<0.01; *** p<0.001; ns: not significant).

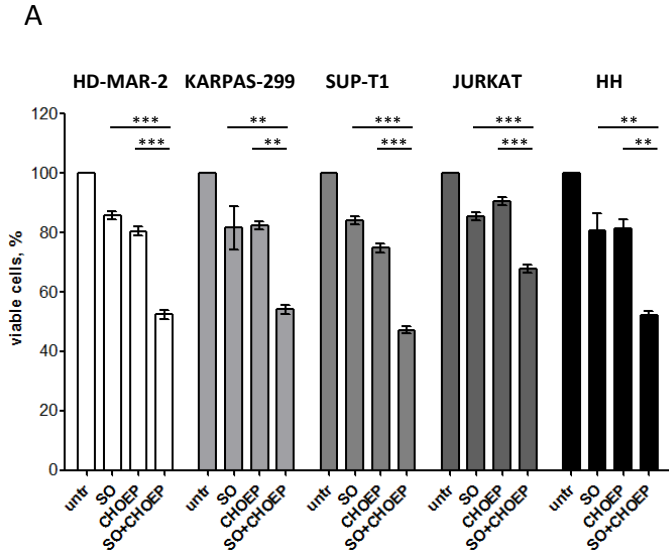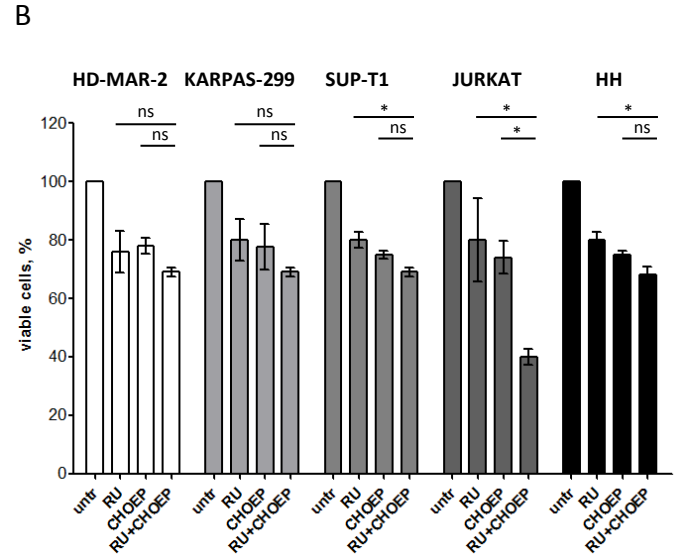

Figure S5. Effects of sorafenib and ruxolitinib, alone and in combination with CHOEP, on the viability of malignant T-cell lines.

Cells were exposed to IC_{20} sorafenib (SO), IC_{20} CHOEP or IC_{20} SO+ IC_{20} CHOEP in (A) and to IC_{20} ruxolitinib (RU), IC_{20} CHOEP or IC_{20} RU+ IC_{20} CHOEP in (B). After 48h viable cells were counted by flow cytometry. Data are expressed as a percentage of untreated samples and are the mean $\pm$ SD of two independent experiments. Asterisks indicate statistically significant differences (* $p<0.05$; ** $p<0.01$; *** $p<0.001$; ns: not significant).

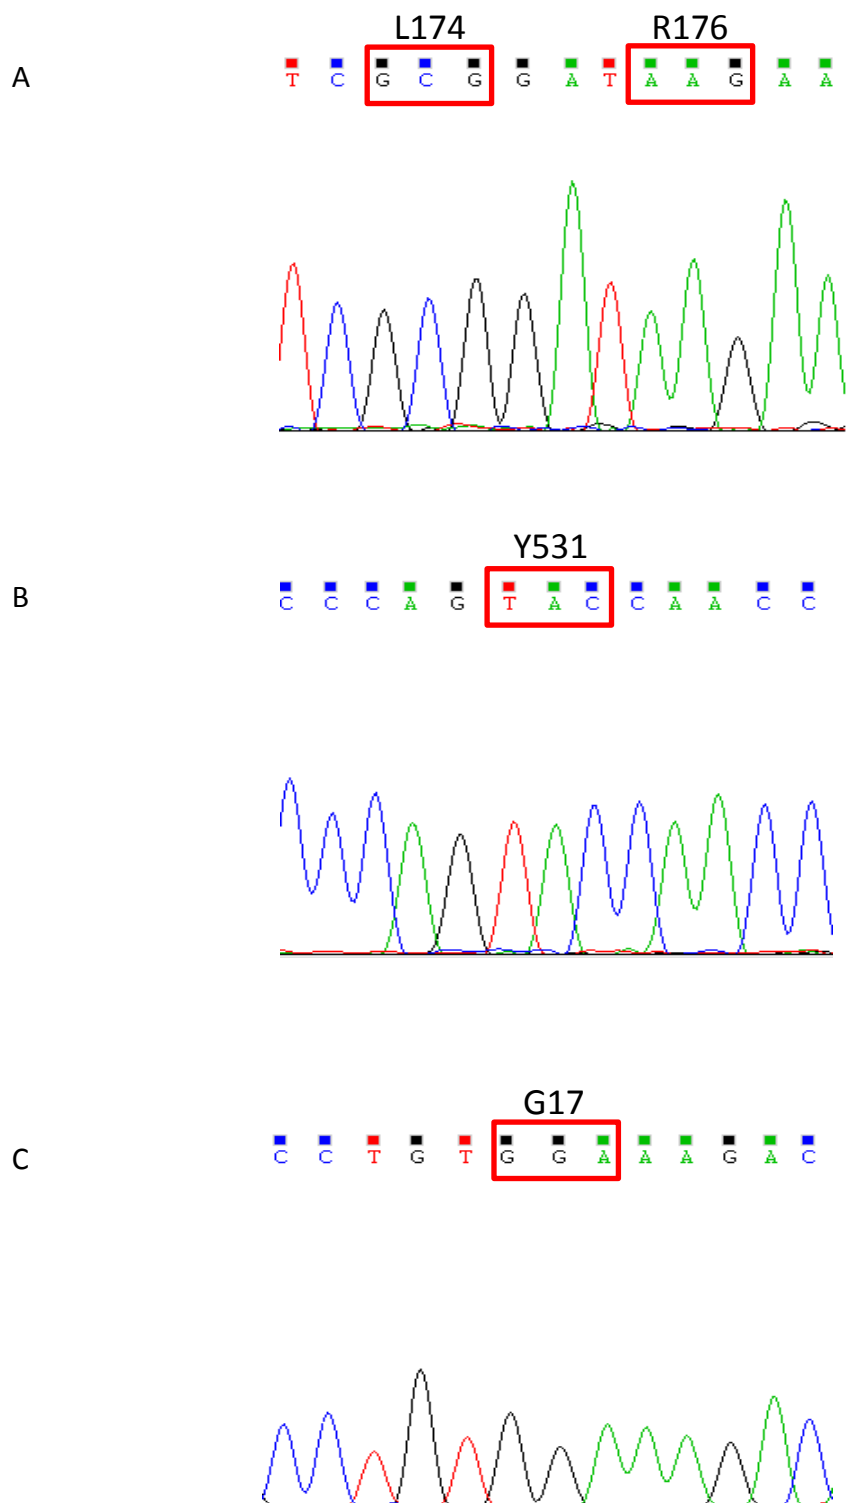

Figure S6. Dideoxynucleotide sequence analysis of *FYN* and *RHOA* mutations.

DNA sequencing chromatograms of OCI-Ly12 genomic DNA samples representative of the wild type allele sequences of *FYN* (A , B) and *RHOA* (C).

CHOEP			
Cell line	IC ₂₀	IC ₃₀	IC ₅₀
HH	0.03X	0.08X	0.32X
JURKAT	0.32X	0.4X	0.56X
SUP-T1	0.4X	0.56X	0.81X
KARPAS-299	0.48X	0.64X	0.81X
HD-MAR-2	0.72X	0.88X	1.12X

Table S1. ICs values of CHOEP in malignant T-cell lines.

Cell lines were exposed to increasing concentrations of CHOEP for 48 hours. Cell viability was assessed by flow cytometry and ICs values were calculated with GraphPad Prism 5 software.

Table S2

up-regulated genes		down-regulated genes
TP53INP1	MXD4	PRODH
NFIL3	KLHL24	EGR1
GSTM1	SMAP2	TRIP13
RCAN1	CD160	E2F7
RGS1	DDIT4	RRM2
RHOBTB3	BTG1	CDC25A
GPR56	TSC22D3	LRP8
KLF2	AKR1C2	DSCC1
TG	VAMP5	NR2C2AP
CRADD	TBCEL	MZT1
TOX2	PMAIP1	ANXA1
HMHB1	SNX30	CA2
TMEM187	KCNK1	NFE2L3
BIK	LAMA3	IL22
CROCC	TUBA3C	BHLHE40
PFKFB2	TUBA3E	EPAS1
ABCC5	ZADH2	HMGCS1
LINC00324	KLF9	
TRANK1	IL7R	
HIST1H2BD	AKR1C3	
GATSL3	NINJ2	
ITGA6	ERAP2	
UBASH3B	GLCCI1	
HIST2H2BE	CASP8	
KDM5B	ISG20	
TRAF3IP2	FKBP5	
P2RX1		
PRKCZ		
BTG2		
TBL1X		
RPS29		
RPL13A		
YPEL5		
GRAP2		
EOMES		
PRR5		
RCSD1		
BIRC3		
GLTSCR2		
MAL		
CELF2		
PIK3IP1		
BMF		
ZFP36L2		
FBXO32		
CD53		
SOCS1		

Cell line	dasatinib (μM)		
	IC ₂₀	IC ₃₀	IC ₅₀
HD-MAR-2	1.4	2.6	6.5
HH	1.6	2.4	4.6
SUP-T1	3.6	4.8	7.3
KARPAS-299	5.2	6	7.7
JURKAT	8.4	10.4	14.7
OCI-Ly12	8.6	10.7	15

Table S3. ICs values of dasatinib in malignant T-cell lines.

Cell lines were exposed to increasing concentrations of dasatinib for 48 hours. Cell viability was assessed by flow cytometry and ICs values were calculated with GraphPad Prism 5 software.

Cell line	IC ₂₀	IC ₃₀	IC ₅₀
**sorafenib (μM)**			
KARPAS-299	5.5	6.1	7.1
JURKAT	5.7	7.3	10.6
SUP-T1	7.7	8.6	10
HD-MAR-2	8.1	9.5	12
HH	8.8	11.6	18
**ruxolitinib (μM)**			
HH	1	2	6
KARPAS-299	2.3	3.1	5
SUP-T1	3.5	4.8	8
JURKAT	3.6	5.1	8.8
HD-MAR-2	7.8	8.2	10.3

Table S4. ICs values of sorafenib and ruxolitinib in malignant T-cell lines.

Cell lines were exposed to increasing concentrations of sorafenib or ruxolitinib for 48 hours. Cell viability was assessed by flow cytometry and ICs values were calculated with GraphPad Prism 5 software.

Supplementary Methods: Animal studies in compliance with the ARRIVE guidelines

Ethical statement	Procedures involving animals and their care were conducted in conformity with national and international laws and policies (European Economic Community Council Directive 86/609, OJ L 358, 1, December 12, 1987; Italian Legislative Decree 116/92, Gazzetta Ufficiale della Repubblica Italiana n. 40, February 18, 1992; National Institutes of Health Guide for the Care and Use of Laboratory Animals, National Institutes of Health Publication n. 85-23, 1985). All the procedures were approved by the Institutional Review Board of the Fondazione IRCCS Istituto Nazionale dei Tumori.
Study design	- Number of experimental groups: upon subcutaneous injection of human cancer cell lines, mice were divided into 4 cohorts of 8-10 mice per cohort and treated with vehicle, dasatinib, CHOEP or dasatinib+CHOEP. - Experimental unit: 5- to 7-week-old female NOD.CB17-Prkdc^{scid}/J mice.
Experimental procedures	- Human cell lines injection: 15×10^7 cells (HD-MAR-2 or OCI-Ly12) in 50% Matrigel were subcutaneously injected into the flanks of mice. - Treatment: when tumor volume reached 150-200 mm³, mice were randomly divided into 4 cohorts and treated as follows: control cohort: 0.2 ml of saline i.v. e 0.2 ml of H₂O per OS. Dasatinib (DA) cohort: 30 mg/kg per OS, 5 days for 2 weeks. CHOEP cohort: one 5-days single cycle of CHOEP. Cyclophosphamide day 1, 40mg/kg i.v.; doxorubicin day 1, 3.3 mg/kg i.v.; vincristine day 1, 0.5 mg/kg i.v.; prednisone from day 1 to day 5, 0.2 mg/kg per OS; etoposide day 1 and day 3, 3.3 mg/kg i.v. DA+CHOEP cohort: cyclophosphamide day 1, 40mg/kg i.v.; doxorubicin day 1, 3.3 mg/kg i.v.; vincristine day 1, 0.5 mg/kg i.v.; prednisone from day 1 to day 5, 0.2 mg/kg per OS; etoposide day 1 and day 3, 3.3 mg/kg i.v., dasatinib from day 1 to day 5 and from day 8 to day 12, 30 mg/kg per OS. Cyclophosphamide, doxorubicin, vincristine and etoposide were diluted in saline and intravenously injected. Prednisone and dasatinib were diluted in water and administered per OS using an oral gavage. - Weighing: body weight and tumor size were monitored before and after treatment, every 2-3 days. - Euthanasia: at the end of the experiments, mice were euthanized by cervical dislocation.
Experimental animals	5- to 7-week-old female NOD.CB17-Prkdc ^{scid} /J mice (Charles River), weight 15-25g.
Housing and husbandry	- Facility: standard facility, rooms with automatic systems of temperature, humidity and light regulation (temperature: 20-24°C; dark/light cycle: 12/12h; humidity: 60±5%). - Cage: plastic, sterile, with filter. - Cage companions, max 4 animals/cage. - Bedding material: high adsorbing bedding material without dust, changed every week. - Environmental enrichment was done with sterile material.
Sample size	OCI-Ly12-injected mice per cohort: ctrl n=8, DA n=8, CHOEP n=7, DA+CHOEP n=9. HD-MAR-2-injected mice per cohort: ctrl n=8, DA n=8, CHOEP n=8, DA+CHOEP n=8. Sample size was calculated using G*power software.
Allocating animals to experimental groups	Mice were divided into 4 experimental groups after randomization.

Experimental outcomes	To evaluate the antitumor activity of the combination dasatinib+CHOEP in <i>in vivo</i> models of T-cell lymphoma.
Statistical methods	Statistical analyses were performed with Two-way ANOVA test. Comparisons were performed using Bonferroni's multiple comparison test. The differences were considered significant at $P < 0.05$.

How the deposited data were processed for this re-analysis (not part of the article)

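Gene expression profiles of 5 malignant T-cell lines (HD-MAR-2, SUP-T1, KARPAS-299, JURKAT and HH), untreated or exposed to CHOEP at their own IC50 for 24 h, were analysed, with 3 cultures per group and 30 arrays. Which array belongs to which line, treatment and replicate was taken from the sample labels, and doses from Table S1. The labels name RNA extraction with Trizol followed by column clean-up, and the paper a column kit. The p-values measure the spread among cultures that the submitters describe as biological replicates of 1 line. Experiments of the paper other than gene expression were not analysed here.

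The authors deposited the signal intensities of each array as read by BeadStudio, before normalisation and without log transformation, and beside them the detection p-values that BeadStudio computes against the negative control probes. The authors also deposited log2 values, made by robust spline normalisation with lumi, which are not centred per gene (array medians between 6.71 and 6.74). The paper gives BeadStudio 3.8 and the submitters' processing notes version 3. On each array the log2 values had a correlation of at least 0.9977 with the log2 of the intensities. Of 48107 probes in the table 47323 have values and 784 have none. Probes were named from GEO's platform table, in which 30113 of those with values have 1 gene symbol, 8 several and 17202 none, and 30074 were matched to the reference by their Entrez number. Genes are named only from probes with 1 symbol.

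Intensities were background-corrected, quantile normalised and converted to log2 with the neqc function of limma 3.58.1 in R 4.3.3, with an offset of 16, using the detection p-values in place of control probes. Probes with a detection p under 0.01 on at least 3 arrays were kept, 22652 in all, of which 17125 have 1 symbol. A linear model with 1 mean for each of the 10 groups (20 residual degrees of freedom) and empirical Bayes moderation gave the difference between CHOEP-treated and untreated arrays in each line, their average over the 5 lines, and an F test of the difference between lines. P was adjusted by the Benjamini-Hochberg method over all kept probes. A gene was represented by its probe with the highest mean signal, which left 12482 genes. In a line the paper's thresholds applied (fold change of at least 2 and adjusted p under 0.05), and on average over lines an adjusted p under 0.05. Where no probe of a gene was detected on any array of 1 group, the fold change is given as a bound, for which that group's level on each array is the lowest signal detected on that array, or the probe's own signal where higher. Calls use the fitted values in such groups too, so that a called gene can have a bound under 2-fold.

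The 22 gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and with an estimated correlation as an alternative, adjusted over the 22 lists. Of these, 11 shifted on average at an adjusted p under 0.05, and 9 of the 11 also with an estimated correlation. Fisher's exact test compared each list with the genes called in at least 2 lines. The genes named are those the paper names, the 10 up and the 10 down with the largest average change among genes called in at least 2 lines with 1 sign in all lines, the 3 up and the 3 down with the largest change in each line, up to 4 members of each list with the largest average change, EGR1, LCK, FYN, ZAP70, LAT, PLCG1, FGR and SRC, and Table S2 genes called in no line. The gene names of Table S2, though not the values, had been seen when this rule was written. Provisional symbols were passed over, and genes of Table S2 without a named and kept probe (5 of 73 upregulated) are not reported here.

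Between 16003 and 18239 probes were detected per array, and the median signal was 81.1 to 122.6. The number of arrays limits the precision. Replicate numbers were not taken as pairs, since the residuals of same-numbered CHOEP-treated and untreated arrays had a correlation over 0.1 in 3 of 15 cases and 6 of 15 CHOEP-treated arrays correlated best with their own number. No 2 arrays were identical (highest correlation 0.9963).

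Alternatives were the authors' normalised values, quantile normalisation without background correction, median scaling, normalisation within each chip, median scaling over probes detected on all arrays (added after seeing the data), no detection filter, detection on all arrays of a group, any probe of a gene, the replicate number as a block, an intensity trend with robust variance, no fold threshold, each line fitted alone, the lines as replicates, an estimated correlation, and each array left out in turn. Within each line the 10 splits of its 6 arrays, and 100 random splits over the lines, were fitted in the same way. The fit and the calls were tested on data simulated on the normalised log2 scale with 22652 probes, of which 200 were changed. Background correction, normalisation and changes near the fold threshold were not part of this test. All probes changed by 1.5 or 2 on the log2 scale (100%) were called in HD-MAR-2 and HH, with 2 unchanged probes called in HD-MAR-2 and 0 in the other lines. Other tools were data.table 1.17.8, statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9. The pathway enrichment of the paper was not repeated, as no annotation of pathways or phosphoproteins was used here.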

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

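The tests of p53 target genes, of array position, of a wrong treatment label and of dose in JURKAT, of normalisation and of S-phase cells were chosen only after the result was seen, while the second glucocorticoid list, the spread and single-array tests in JURKAT and the other splits of the arrays were set before.

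Glucocorticoid-induced genes rose in each line (camera adjusted p between 3.43e-12 in JURKAT and 3.06e-05 in KARPAS-299), and prednisone is part of CHOEP. A second list of 22 glucocorticoid-induced genes, none of them in the first, was predicted to rise if prednisone acted on such genes in general, but of the 15 tested 3 rose and 7 fell (median log2 fold change -0.14, camera p = 0.448, and p = 0.541 with an estimated correlation), a negative result that argues against this general form. The p53 target genes had a median log2 fold change of 0.0443 (SD 0.33), and their shift as a list did not pass the test (camera adjusted p = 0.259). The genes up in at least 2 lines had a median of 0.76, but they were selected for their rise. The comparison of these medians therefore cannot decide whether p53 activation by the genotoxic drugs caused the shared rises. Of 28 p53 target genes 6 rose and 3 fell, and CDKN1A was lower in each line (-1.05 on average). In no line did the p53 list shift (camera adjusted p from 0.305 in HD-MAR-2 to 0.901 in SUP-T1). These values argue against a p53 activation that raises its target genes in general. Array position as the only cause would move the glucocorticoid-induced genes alike on every chip, but their mean was 0.97 in HD-MAR-2, 0.85 in SUP-T1, 0.44 in KARPAS-299, 0.41 in JURKAT and 0.93 in HH (limma F test, adjusted p = 2.61e-10). A part played by position, which lies with treatment on every chip, and an action of prednisone on the genes of the first list alone stay open. So does p53 activation that acts through only a few of its targets.

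In JURKAT 6 genes were called, against 457 in HD-MAR-2, 300 in SUP-T1, 162 in KARPAS-299 and 347 in HH. A larger spread between JURKAT arrays is argued against by its fold changes, since 8 genes reached a fold change of 2 whatever the p, where the next lowest line had 163. Leaving out any 1 of the JURKAT arrays gave at most 6 calls (3 up and 1 down without JURKAT untreated replicate 3), and the mean log2 level of 80 genes called up in at least 2 of the other lines and detected on all JURKAT arrays was 0.218 higher on the lowest CHOEP-treated array than on the highest untreated one (largest SD 0.0277), which argues against 1 array that stands apart and against a wrong treatment label. A lower dose alone, acting alike in every line, is argued against by HH, which received less CHOEP (0.32 against 0.56 of CHOEP 1x) and had 347 calls. A weaker response of JURKAT to its own dose at 24 h and an effect of its chip, which holds this line alone, stay open, as neither was tested.

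DNA replication genes were lower in HD-MAR-2 (median log2 fold change -0.81) and SUP-T1 (-0.71), with 0.0431 in KARPAS-299, -0.05 in JURKAT and -0.10 in HH. Normalisation between arrays as the cause is argued against by 6 normalisations, under which the list's median in HD-MAR-2 and SUP-T1 lay between -1.05 and -0.66 (largest SD of its genes 0.37). The paper reports fewer cells in S phase after 24 h in SUP-T1 and KARPAS-299, measured at a lower dose than that of the arrays, and the list's median of 0.0431 in KARPAS-299 (camera p = 0.166) argues against a loss of S-phase cells that lowers these genes in every line where it occurs. Array position as the only cause would move the list alike on every chip, which the difference of its mean between lines argues against (limma F test, adjusted p = 3.42e-17). After 24 h at the lower dose the paper also reports more HD-MAR-2 cells in G0/G1. The fall in S phase that it reports was smaller in KARPAS-299 than in SUP-T1. KARPAS-299 therefore cannot decide whether only a larger loss of S-phase cells lowers these genes. For HD-MAR-2 and SUP-T1 a loss of S-phase cells stays open, as does a part played by array position.

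The effect of CHOEP differed between the 5 lines for 4380 of 12482 genes (limma F test), including 111 of the 124 named genes and 21 of the 22 gene lists, all but the tyrosine kinases inhibited by dasatinib. Many of the named genes were chosen for large changes in these data, so their share cannot be set against that of all genes. Among the genes changed in at least 2 lines, 59 up and 34 down are outside Table S2. For each list that differed, the gap between the highest and the lowest mean log2 fold change of a line was, in falling order, that of the DNA replication genes (0.89), the FOXO targets and quiescence genes (0.86), the mitotic genes (0.84), the histone genes (0.80), the interferon response genes (0.80), the tubulin genes (0.75), the NRF2 target and aldo-keto reductase genes (0.69), the ribosome biogenesis genes (0.62), the G1/S regulators (0.58), the glucocorticoid-induced genes (0.56), the pro-apoptotic genes (0.43), the T-cell activation response genes (0.34), the markers of non-blood cell types (0.34), the cholesterol synthesis genes (0.33), the housekeeping genes (0.30), the T-cell receptor signalling genes (0.29), the markers of other blood cell types (0.28), the anti-apoptotic genes (0.18), the p53 target genes (0.18), the integrated stress response and unfolded protein genes (0.16) and the ribosomal protein genes (0.11).

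For single genes the gap is the highest minus the lowest log2 fold change among the lines, given in brackets. Where a gene was not detected in a line or in 1 of its groups, the fitted value at background enters, so that the gap is neither a measured fold nor a bound. The line with the largest effect was HD-MAR-2 for PIK3IP1 (3.73), TPRG1 (3.48), DDIT4 (3.39), GSTM2 (3.10), CROCC (3.06), TP53INP1 (2.90) and CA2 (2.85). HD-MAR-2 also had it for GSTM1 (2.83), CCND2 (2.38), ALB (2.32), ZFP36L2 (2.12), PRKCZ (1.89), TRAF1 (1.88) and IRF7 (1.65). Next in HD-MAR-2 came RRM2 (1.64), PLD6 (1.57), H2AC6 (1.50), CD53 (1.43), H2BC21 (1.38), CDC25A (1.36) and BLK (1.24). Smaller gaps led by HD-MAR-2 were those of LYAR (1.22), CHAF1A (1.20), CHAF1B (1.16), NFE2L3 (1.14), PSAT1 (1.09), RXRA (1.05) and USP18 (1.04). Below these in HD-MAR-2 were LRP8 (1.03), NOLC1 (0.92), FBXO45 (0.85), MZT1 (0.74), TUBG1 (0.72), RPS7 (0.70) and JUN (0.68). The smallest gaps led by HD-MAR-2 were those of ACAT2 (0.66), SLA (0.66), CD79A (0.65), HPRT1 (0.63) and TBP (0.54).

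SUP-T1 had the largest effect for FBXO32 (4.55), BMF (4.14), TSC22D3 (4.13), ISG20 (3.99), TAMALIN (3.81), ALDH3B2 (3.02), BTG1 (2.73) and PRR5 (2.72). The same line led for EGR1 (1.95), CLSPN (1.95), H2BC5 (1.93), DNTT (1.83), KLRD1 (1.82), H4C8 (1.47), AURKB (1.36) and E2F7 (1.32). It also led for PLK1 (1.19), CASP8 (1.17), RPL13A (1.11), UBASH3B (1.08), MRTO4 (1.01), SESN1 (0.93), DHCR7 (0.86) and LCK (0.85). The smallest gaps led by SUP-T1 were those of HMGCS1 (0.82), RPL22 (0.73), RPL13 (0.69), ANLN (0.68), HSPA5 (0.67) and NOP53 (0.47). KARPAS-299 led for KHDRBS3 (5.86), TMIGD3 (5.11), CD160 (4.46), LTB (4.02), TUBA3E (3.69), GNLY (3.28) and TUBA3C (3.08). Its other genes were HSD11B1 (2.99), STC1 (2.63), TNF (2.17), PIM1 (1.58), IL26 (1.47) and IFIH1 (1.45). In HH the effect was largest for AKR1C4 (5.58), AKR1C2 (5.40), MYH6 (5.10), NFIL3 (3.93), TOX2 (3.72), PMAIP1 (3.40) and IL22 (3.38). HH led further for VAMP5 (3.22), MMP9 (2.62), CDKN1A (2.47), BIK (2.45), KLF9 (2.14), CTLA4 (1.97) and TUBA4A (1.84). Then followed in HH PIM3 (1.73), MXD4 (1.72), RCAN1 (1.66), AKR1C3 (1.61), FKBP5 (1.58), GRAP (1.36) and XBP1 (1.31). The smallest gaps led by HH were those of CASP9 (1.25), CFLAR (1.11), TMEM187 (1.08), ATF3 (1.05), DDN (0.91), PRF1 (0.77) and PUS7 (0.66).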

How the results depend on the processing

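Scaling to the median of the probes detected on all arrays was chosen only after seeing the data; every other alternative, like the fit, the thresholds, the gene lists and the rule for named genes, was set before the data were examined. Of 296 values of single genes 128 kept direction and side of the threshold in every setting. All 66 genes up and 12 down in at least 2 lines with the authors' values, and all 70 and 16 with quantile normalisation without background correction, were among the 121 and 50. In all that follows the cause was not tested, except that dropping the fold threshold adds smaller changes and that taking the lines as replicates leaves 5 values per gene. Quantile normalisation without background correction kept the same probe filter, fit and thresholds and left out that correction with its offset. Its lower counts therefore go with that step. With the authors' normalised values the genes up and down were 122 and 77 in HD-MAR-2, 88 and 31 in SUP-T1, 42 and 47 in KARPAS-299 and 146 and 40 in HH, with 3 up in JURKAT. Quantile normalisation without background correction gave 130 and 94, 92 and 33, 44 and 50, and 151 and 41 in the same lines, with 3 up in JURKAT. Median scaling gave 122 up and 521 down in HD-MAR-2, 353 down in SUP-T1, 140 down in at least 2 lines (84 up), 856 up and 3884 down on average, and 2829 genes that differed between lines. It moved the median log2 fold change of all genes to -0.20 in HD-MAR-2, -0.18 in SUP-T1 and -0.11 on average, against which its values are to be read, and scaling to detected probes moved it to 0.11 and 0.12 in these lines and gave 148 genes up and 36 down in at least 2 lines. The share of calls that were up was 50.8% in HD-MAR-2, 66.0% in SUP-T1, 69.2% in HH and 47.0% on average, 61.3%, 73.9%, 78.5% and 47.5% with the authors' values, 19.0%, 27.2%, 73.7% and 18.1% with median scaling, and 63.8%, 80.0%, 73.1% and 61.6% with scaling to detected probes. With no fold threshold the genes up and down were 1864 and 1974 in HD-MAR-2, 1539 and 1734 in SUP-T1, 349 and 502 in KARPAS-299, 15 and 3 in JURKAT, 1235 and 1203 in HH, and 1156 and 1305 in at least 2 lines. Fitting each line alone gave 3 genes up in JURKAT. With the lines as replicates limma called 0 genes up and 0 down on average, with 1864 at an unadjusted p under 0.05. The replicate block gave 121 up and 50 down in at least 2 lines, 2150 up and 2409 down on average, 3977 genes that differed and 4 up in JURKAT.

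With an estimated correlation the camera adjusted p was 0.0505 for mitotic and 0.063 for ribosomal protein genes. With no detection filter it was 0.0283 for the integrated stress response and unfolded protein genes and 0.0146 for housekeeping genes. Lists that had not passed the test turned direction without passing it: TCR signalling genes with median scaling (0.982), NRF2 target and aldo-keto reductase genes with lines as replicates (0.392), tubulin genes with median scaling (0.982) and with scaling to detected probes (0.974), and interferon response genes with the authors' values (0.993), quantile normalisation without background correction (0.934), median scaling (0.819), scaling to detected probes (0.754) and any probe of a gene (0.809). ZAP70 turned to -0.0530 with median scaling, and FGR to 0.0167 with the authors' values, 0.00779 with scaling to detected probes and 0.0260 with any probe of a gene. With each array left out in turn, JURKAT had 3 to 6 genes up (3 without untreated replicate 3) and 0 to 1 down (1 without CHOEP replicate 2, CHOEP replicate 3 or untreated replicate 3), interferon response genes an adjusted p of 0.813 to 0.998 (turned upward without JURKAT untreated replicate 2, KARPAS-299 untreated replicate 3 or SUP-T1 CHOEP replicate 1), LCK a log2 fold change of -0.0846 to 0.0251 and FGR of -0.0505 to 0.0110. Calls close to the fold threshold ended with 1 array left out for these genes of HD-MAR-2, DDN (without CHOEP replicate 1 or 3 or untreated replicate 3), RXRA (without CHOEP replicate 1), UBASH3B (without untreated replicate 1 or 3), JUN (without untreated replicate 1), LYAR (without untreated replicate 1) and IRF7 (without CHOEP replicate 1 or untreated replicate 1). In SUP-T1 this was so for CD53 (without CHOEP replicate 1), KLF10 (without untreated replicate 3), FBXO45 (without CHOEP replicate 1 or 3 or untreated replicate 2), IL26 (without CHOEP replicate 2 or untreated replicate 1), RXRA (without CHOEP replicate 3 or untreated replicate 2 or 3), CHAF1B (without CHOEP replicate 3 or untreated replicate 3), CHAF1A (without CHOEP replicate 2 or untreated replicate 1), MKI67 (without CHOEP replicate 2 or untreated replicate 2), PLK1 (without CHOEP replicate 3) and DHCR7 (without CHOEP replicate 1 or 3 or untreated replicate 2 or 3). KARPAS-299 lost in the same way PIM1 (without CHOEP replicate 1 or untreated replicate 2). JURKAT lost PIK3IP1 (without CHOEP replicate 2 or 3 or untreated replicate 2 or 3). Calls of HH that ended were KLF10 (without untreated replicate 3), DDN (without CHOEP replicate 1 or 3 or untreated replicate 1) and GRAP (without untreated replicate 3). Signals near background limit genes not detected in a group, whose change is then only bounded.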

Differences from the paper's values

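No test was chosen for these comparisons after the result was seen; the only setting chosen after seeing the data was scaling to the median of detected probes. The paper reports 73 upregulated and 17 downregulated genes in at least 2 lines, and 121 and 50 were called here at the same thresholds of fold change and FDR. For the upregulated genes, the alternatives set before the data were examined that came within 1.5 times of the paper's 73 are the authors' normalised values (66), quantile normalisation without background correction (70) and median scaling (84). The other alternatives did not: normalisation within each chip (121), no detection filter (121), detection on all arrays of a group (120), any probe of a gene (134), the replicate block (121), trend and robust variance (121), no fold threshold (1156), each line fitted alone (120) and each array left out in turn (117 to 126). For the downregulated genes the authors' normalised values (12) and quantile normalisation without background correction (16) came within 1.5 times of the paper's 17. Median scaling (140), normalisation within each chip (49), no detection filter (50), detection on all arrays of a group (50), any probe of a gene (75), the replicate block (50), trend and robust variance (50), no fold threshold (1305), each line fitted alone (50) and each array left out in turn (47 to 53) did not.

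The paper lists TMEM187, RPS29, NOP53 (under its former symbol GLTSCR2), ERAP2, RPL13A and MAL as upregulated and MZT1 as downregulated in at least 2 lines, and here RPL13A and MAL were called in 1 line and the others in none. With any probe of a gene TMEM187, RPS29, MAL, ERAP2 and MZT1 were called in at least 2 lines, and with no fold threshold TMEM187, NOP53, RPL13A, MAL and MZT1 were. Over the whole table 62 of 68 upregulated and 16 of 17 downregulated genes tested were called in at least 2 lines, and 0 were called in the opposite direction by limma. NFIL3, PRKCZ, PRR5, CD53 and CD160, which the paper names as upregulated, were each called up in at least 2 lines, but the calls of PRKCZ rest on fitted values at background, since it was detected on no untreated array of its 2 lines and its bounds there are 1.48-fold and 1.25-fold.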

Other observations

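The counts of other splits of the arrays were planned, and no test of this part was chosen only after the result was seen; TNFRSF8 and the genes named by the rule were read as values. LTB (lymphotoxin beta) fell by 3.91 in KARPAS-299 (standard error 0.10, adjusted p = 2.48e-20 from limma) and was detected but not called in the other 4 lines. In KARPAS-299 IL22 had a log2 fold change of -1.24 and IL26 of -1.51. In HH IL22 fell by 3.34, and the matrix metalloproteinase MMP9, detected on no CHOEP-treated array, was at least 3.78-fold lower. HSD11B1, the enzyme that regenerates active glucocorticoids from inactive ones, fell by 2.83 in KARPAS-299, and DNTT, the DNA polymerase of V(D)J recombination, by 1.84 in SUP-T1. In HD-MAR-2 TPRG1 and carbonic anhydrase CA2 were lower (-3.22 and -2.84). Upward, the RNA-binding protein gene KHDRBS3 rose by 4.61 in KARPAS-299 and was lower in HD-MAR-2 (-1.25), and TMIGD3, detected on no untreated KARPAS-299 array, was at least 25.0-fold higher there.

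Aldo-keto reductase genes rose most in HH, where AKR1C4 had a log2 fold change of 5.54 (adjusted p = 1.17e-17 from limma) and AKR1C2 was at least 15.7-fold higher. AKR1C4 was also called in KARPAS-299 (1.77) and, as at least 3.12-fold higher, in HD-MAR-2, and AKR1C2 in KARPAS-299 (at least 5.79-fold higher). The glutathione transferase genes GSTM1 and GSTM2 rose by 2.91 and 2.93 in HD-MAR-2 and by 2.37 and 2.48 in HH. The myosin heavy chain gene MYH6 rose by 4.96 in HH and was at least 2.42-fold higher in KARPAS-299. Tubulin genes, whose product vincristine binds, moved both ways, 3 up and 5 down of 14 (3 and 5 adjusted over the list alone; camera adjusted p = 0.716), with a median of -0.09 and a mean of 0.04, and 2 were called up in at least 2 lines (Fisher's exact test, adjusted p = 0.0346), both of them in Table S2 and so not independent evidence. TUBA3E rose by 3.41 in KARPAS-299 and by 1.05 in HH, and TUBA3C, detected on no untreated KARPAS-299 array, was at least 3.14-fold higher there and rose by 1.36 in HH. Members of the AKR1C, GSTM, TUBA3 and myosin heavy chain families are similar in sequence, so that a probe of 1 can bind transcripts of another, which was not tested. Interferon response genes, 4 up and 6 down of 23 (5 and 6 adjusted over the list alone; camera adjusted p = 0.927), had a median of -0.01 and a mean of 0.06, and were lower in KARPAS-299 (camera adjusted p = 1.05e-08) and higher in HD-MAR-2 (camera adjusted p = 0.00188). IFIH1, a sensor of double-stranded RNA, fell by 1.27 in KARPAS-299.

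Of 6 markers of non-blood cell types 1 rose and 0 fell (1 and 0 adjusted over the list alone; camera adjusted p = 0.229); this was ALB, with an average log2 fold change of 0.26 and with 1.53 in HD-MAR-2. Of 9 housekeeping genes 0 rose and 3 fell (0 and 5 adjusted over the list alone; camera adjusted p = 0.0788), namely HPRT1 (-0.20), TBP (-0.19) and GAPDH (-0.13, and -0.04 with scaling to detected probes, where it did not pass the test). TNFRSF8 (CD30) was detected on 0 of the 6 KARPAS-299 arrays and on 5 of the 6 HH arrays, with log2 levels from 6.26 to 7.64 in HH. Detection was read from 1 probe, whose log2 levels in KARPAS-299 (5.79 to 6.16) lay above those in HD-MAR-2, SUP-T1 and JURKAT (at most 5.02). The missing detection goes against the CD30 expression known of KARPAS-299, and its cause was not tested. The HD-MAR-2 group medians of unnormalised signal were 84.3 with CHOEP and 102.3 untreated.

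Other splits of the arrays were counted for each number of genes. Within a line 10 splits are too few for a share under 0.05: the real split was the 1 as large in each line, with 457 genes called and at most 0 in another split in HD-MAR-2, 300 and 34 in SUP-T1, 162 and 0 in KARPAS-299, 6 and 0 in JURKAT, and 347 and 0 in HH. Over 100 splits drawn within the lines, chance can be excluded for the 121 genes up and the 50 down in at least 2 lines (highest other 37 and 25), for the 4733 genes changed on average (1380) and for the 4380 that differed between lines (1748), each with 1 split as large, the real one. For the 11 shifted gene lists chance can be excluded only at a share of 2 in 100, since 1 other split gave more of them, with 12 lists.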
